# CCR1 and CCR2 Coexpression on Monocytes Is Nonredundant and Delineates a Distinct Monocyte Subpopulation

**DOI:** 10.4049/jimmunol.2400007

**Published:** 2024-06-03

**Authors:** Laura Medina-Ruiz, Robin Bartolini, Heather Mathie, Heba A. Halawa, Madeleine Cunningham, Gerard J. Graham

## Abstract

The interactions between chemokines and their receptors, particularly in the context of inflammation, are complex, with individual receptors binding multiple ligands and individual ligands interacting with multiple receptors. In addition, there are numerous reports of simultaneous coexpression of multiple inflammatory chemokine receptors on individual inflammatory leukocyte subtypes. Overall, this has previously been interpreted as redundancy and proposed as a protective mechanism to ensure that the inflammatory response is robust. By contrast, we have hypothesized that the system is not redundant but exquisitely subtle. Our interests relate to the receptors CCR1, CCR2, CCR3, and CCR5, which, together, regulate nonneutrophilic myeloid cell recruitment to inflammatory sites. In this study, we demonstrate that although most murine monocytes exclusively express CCR2, there is a small subpopulation that is expanded during inflammation and coexpresses CCR1 and CCR2. Combinations of transcript and functional analysis demonstrate that this is not redundant expression and that coexpression of CCR1 and CCR2 marks a phenotypically distinct population of monocytes characterized by expression of genes otherwise typically associated with neutrophils. Single-cell RNA sequencing confirms this as a monodisperse population of atypical monocytes. This monocytic population has previously been described as having immunosuppressive activity. Overall, our data confirm combinatorial chemokine receptor expression by a subpopulation of monocytes but demonstrate that this is not redundant expression and marks a discrete monocytic population.

## Introduction

Leukocyte migration in vivo is regulated in the main by proteins called “chemokines,” which are defined on the basis of a conserved cysteine motif (1, 2). The broader chemokine family is also divided into four subfamilies according to the specific configuration of this cysteine motif, with these subfamilies comprising the CC, CXC, XC, and CX3C chemokines. All characterized chemokine receptors belong to the seven-transmembrane spanning family of G protein–coupled receptors, and currently 10 receptors for CC chemokines, 6 for CXC chemokines, and single receptors for the XC and CX3C chemokines have been identified (3). In addition, there is a small subfamily of atypical chemokine receptors that are preferentially expressed on stromal cells and that help to shape the chemokine-driven response in a range of tissue and cellular contexts (4, 5). Overall, therefore, chemokines and their receptors are the most prominent regulators of leukocyte migration in vivo under both inflammatory and homeostatic conditions (2, 6).

Understanding roles for chemokines and their receptors in inflammation is complicated by the fact that individual inflammatory chemokine receptors interact with multiple chemokines and are therefore “promiscuous.” In addition, the ligands can interact with multiple receptors, leading to confusing ligand–receptor interaction networks (7). In addition, there are numerous reports of coexpression of multiple inflammatory chemokine receptors, including receptors interacting with the same ligands, on individual inflammatory leukocyte subtypes (3, 8). Together these complexities have been interpreted as redundancy within the inflammatory chemokine system, which ensures molecular backups at all stages of the inflammatory response (6, 9–11).

We have been studying this issue of complexity and redundancy in the context of four inflammatory chemokine receptors that regulate nonneutrophilic myeloid cell mobilization, recruitment, and migration to inflamed sites. These receptors are CCR1, CCR2, CCR3, and CCR5 (inflammatory CCRs [iCCRs]), which together occupy a single tight chromosomal locus in the mammalian genome. We have deleted this entire locus (12) and also generated compound reporter mice (REP mice) in which expression of each of these receptors is marked by a spectrally distinct fluorescent reporter allowing tracking of each of the receptors on individual leukocytes at rest and during the inflammatory response (13). Overall, our results indicate a lack of redundancy in either the use or expression of the iCCRs in inflammation and suggest that the chemokine and chemokine receptor interaction network is more specific than previously realized. Recently, we demonstrated that murine inflammatory leukocytes do not generally express more than one of the iCCRs, refuting the notion of multiple and redundant receptor expression (13). However, we have identified an exception to this general rule. Although most inflammatory monocytes only express CCR2 from within the iCCR locus (CCR2+ve), we have identified a small subpopulation that coexpresses CCR2 and CCR1 (CCR1/2+ve) (13). This population is expanded during the inflammatory response (13).

The purpose of the present study was to compare CCR2+ve with CCR1/2+ve monocytes to determine whether they represent the same cell type, with redundant chemokine receptor expression, or whether they represent discrete cellular populations. In this study, we show that CCR1/2+ve monocytes are similar to but transcriptionally distinct from CCR2+ve monocytes and that the transcriptional differences between these two populations indicate that the CCR1/2+ve monocytes represent a previously reported monocytic population with neutrophilic gene expression. The CCR1/2+ve population remains nonredundantly reliant on CCR2 for mobilization from the bone marrow and recruitment to inflammatory sites. Overall, therefore, these results are not in keeping with the concept of chemokine receptor redundancy and highlight coexpression of CCR1 and CCR2 as a marker of a specific “neutrophilic” monocyte subpopulation.

## Materials and Methods

### Animals

Wild-type and REP (13) mice were housed in a specific pathogen-free animal facility at the University of Glasgow. All animal experimentation was carried out under the auspices of a U.K. Home Office license, and all procedures were approved by the local University of Glasgow ethics committee. All mice used were female and between the ages of 8 and 12 wk.

### Resting bone marrow isolation

Resting mice were euthanized and perfused with 20 ml PBS containing 2 mM EDTA (Thermo Fisher Scientific). Bone marrow was extracted from the femur and tibia; RBCs were lysed using an ACK lysis solution (Thermo Fisher Scientific) following the manufacturer’s instructions; and leukocytes were stained for flow cytometric analysis or for monocyte isolation and transcriptomic analysis.

### Air pouch model

Sterile air (3 ml) was injected s.c. into the mouse dorsum every 2 d on three occasions. One day after the final air injection, 1 ml autoclaved carrageenan (1% w/v in PBS; Sigma-Aldrich) was injected into the air pouch. Twenty-four hours later (and 12 h before cull), mice were injected i.v. with chemokines to enhance monocyte extravasation. Injections included 100 ml 0.1% BSA in PBS (vehicle control) and 100 ml CCL3 (2.5 mg) or 100 µl CCL7, CCL3, CCL5, and CXCL5 (2.5 mg each). After the cull, 3 ml buffer (PBS containing 1 mM EDTA and 1% w/v FBS; Sigma-Aldrich) was used to flush the air pouches, and the lavage fluid was collected. The membrane surrounding the air pouch was then dissected and digested for 1 h at 37°C with shaking at 800 rpm in 1 ml HBSS containing 0.44 Wünsch units of Liberase (Roche). Membrane cell suspensions were passed through 70-μm nylon mesh filters and washed. Blood, bone marrow, air pouch lavage fluid, and digested membrane samples were then analyzed for cellular content via flow cytometry.

### Implantation of cytokine-loaded osmotic pumps

Osmotic pumps (Alzet osmotic pumps, model 2001; Charles River) were loaded with a cytokine mixture containing IL-3 (15 ng/µl), IL-6 (16 ng/µl), GM-CSF (15 ng/µl), and IFN-α (2.083 ng/µl) or with vehicle PBS. Mice were anesthetized using inhaled isoflurane (2% isoflurane and 2 L O_2_/min) followed by a s.c. injection of carprofen (100 μl at 1 mg/ml) for analgesia. Then, a small cavity was generated under the dorsal skin, where the cytokine-loaded osmotic pump was inserted. Infusion of PBS or the cytokine mixture (15 ng IL-3/h, 16 ng IL-6/h, 15 ng GM-CSF/h, and 2.083 ng IFNα/h) was maintained for 7 d. After 7 d, animals were sacrificed and perfused, and bone marrow was extracted as detailed above. The membrane surrounding the osmotic pump was isolated and digested by shaking at 1000 rpm and 37°C in 1 ml HBSS (Thermo Fisher Scientific) containing 0.44 Wünsch units of Liberase (Roche) for 1 h. After digestion, Liberase was neutralized with 20 μl FBS, and cell suspensions were filtered through 70-μm nylon mesh membranes, washed with PBS, and stained for flow cytometric analysis.

### Flow cytometry and monocyte sorting

Cell suspensions were stained for 20 min at 4°C with 100 μl fixable viability stain (eBioscience) and washed in FACS buffer (PBS containing 2 mM EDTA and 2% FBS). Next, cells were stained for 20 min at 4°C with 50 μl subset-specific Ab cocktails (Supplemental Table I) and washed in FACS buffer. For flow cytometric analysis, stained cells were fixed for 20 min at 4°C in 100 μl fixation buffer (BioLegend) and analyzed on a BD LSRFortessa flow cytometer (BD Biosciences). For monocyte isolation and transcriptomic analysis, stained cells (Supplemental Table II) were analyzed on a FACSAria sorter (BD Biosciences) without previous fixation. Monocytes expressing either CCR1/2 or CCR2 only were sorted in RLT buffer (Qiagen) containing 10 μl/ml of 2-ME and stored at −80°C for RNA extraction.

### Macrophage culture

CCR2 only (mRuby2+) and CCR1/CCR2 coexpressing (mRuby2+/Clover+) bone marrow inflammatory monocytes were sorted from resting REP mice (CD11b^+^ Ly6C^++^ Ly6G^−^ SiglecF^−^) on a FACSAria sorter (BD Biosciences) and cultured in 12-well plates for 5 d at a starting concentration of 150,000 cells/well in 2 ml L929 conditioned media (Glasgow’s MEM, 15% L929 conditioned media, 10% FBS, l-glutamine, 50 μM 2-MW, and Primocin) (14). Medium (1 ml) was replaced at day 3. After 5 d, macrophages (CD11b^+^ F480^+^) and CD11b^+^F480^−^ cells were detached with TrypLe Select (A12177.01, Life Technologies) and analyzed via flow cytometry for surface markers and fluorescent reporter protein expression (CCR1 = Clover, CCR2 = mRuby2, CCR3 = mTagBFP2, CCR5 = IRFP682).

### RNA isolation and bulk RNA sequencing (RNA-seq)

RNA from sorted monocytes was isolated using the RNeasy Micro Kit (Qiagen) as per the manufacturer’s instructions. Next, mRNA libraries were prepared using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (New England Biolabs). Finally, paired-end sequencing was performed in a NextSeq2000 sequencing platform (Illumina) aiming for 40 million reads sequencing depth. Bulk RNA-Seq datasets were subject to the following pipeline. First, fastQ files were assessed using FastP (15), and then they were aligned to the mouse reference genome (GRCm38.91) using STAR (2.7.10a) (16) with –quantMode GeneCounts, –outFilterMultimapNmax 1, and –outFilterMatchNmin 35. We used a Star index with a –sjdbOverhang of the maximum read length −1. Read count files were merged, and genes with a mean of less than one read per sample were excluded from further analysis. The expression and differential expression values were generated using DESeq2 (version 1.24) (17). For differential comparisons, we used an A versus B model with no additional covariates. All other parameters were left to default. The processed data were then visualized using Searchlight (18), specifying one differential expression workflow for each comparison, an absolute log_2_ fold cutoff of 1, and adjusted *p* value of 0.05. For overrepresentation analysis, we used the STRING 11.5 database, with significance set to <0.05. All other parameters were left to default.

### Single-cell RNA-seq library preparation and sequencing analysis

CCR1/2+ monocytes (CD45^+^, CD11b^+^, Ly6C^hi^, Ly6G^−^, SiglecF^−^, CCR2^+^, CCR1^+^) were sorted from the bone marrow of REP mice using the BD FACSAria and collected into 1% BSA in PBS. Single-cell libraries were generated using the 10X Genomics Chromium NextGEM Single Cell 3′ kit (version 3.1) and following the manufacturer’s instructions. Cells were added to the 10X Genomics NextGEM Chip G at a concentration between 700 and 1200 cells/µl, with a targeted cell recovery of 7000 cells. Cells were combined with Gel Beads-in-Emulsion on the Chromium Controller prior to lysis and reverse transcription. Gel Beads-in-Emulsion were then broken, and cDNA amplification and fragmentation were performed. After fragmentation, the i7 sample index was ligated, and Illumina P5 and P7 adapters were added. Sequencing was performed by Glasgow Polyomics on the Illumina NextSeq 2000 sequencer using a custom paired-end sequencing run (28 × 90 bp) to yield 250 million reads. Reads were aligned using the count function in 10X Genomics Cell Ranger, and outputs were imported into R (version 4.2.2) for downstream analysis using Seurat (19, 20). Cells were removed from the analysis if they failed quality control thresholds for the number of features and counts; the range of features included in downstream analysis was 200–3,200, and the range of counts was 100–20,000. In addition, cells were removed if they did not meet the threshold for mitochondrial percentage (<2.5%). Data were normalized, and principal component analysis was performed using the function RunPCA. Eleven principal components were included in downstream analysis. The FindClusters function was run at a range of resolutions (0.5–0.1) to select a resolution that could discriminate unique subpopulations based on Top20 gene expression; a resolution of 0.1 was selected. Fifty-nine contaminating B cells were subsetted out of the data for downstream analysis. Data were rescaled, and cell cycle analysis was performed using the function CellCycleScoring. The effect of the cell cycle was then regressed out of the data. Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction was applied for visualization.

### Statistics

All statistical tests were performed using GraphPad Prism software.

### Data availability

The bulk RNA-seq and singe-cell RNA-seq data have been deposited in the Gene Expression Omnibus (GSE251648).

## Results

### CCR1/2 expression marks a distinct population of bone marrow monocytes

In terms of iCCRs, and as previously reported, although the majority of monocytes in the bone marrow and blood only express CCR2, there is a subpopulation that coexpresses CCR1 and CCR2 (Supplemental Fig. 1A, 1B). This population is also present, and indeed slightly expanded, in the spleen (Supplemental Fig. 1C). 

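RNA of sorted bone marrow monocytes was sequenced in bulk, from 4 libraries of resting CCR1/2+ve monocytes and 4 of resting CCR2+ve monocytes. The cells came from REP mice, in which fluorescent reporters mark the expression of chemokine receptors, CCR1 and CCR2 among them. The authors made the libraries with a kit for low input and sequenced paired-end reads, aiming for 40 M reads per sample. They assessed the reads with fastp and aligned them to GRCm38 with STAR, keeping reads that aligned to 1 place with at least 35 matched bases. The deposited values are the reads that STAR counted on each gene of Ensembl release 91, without normalization. Between 23846583 and 30502009 reads were counted on genes in the libraries of CCR1/2+ve monocytes (median 25484900, n = 4) and between 23274596 and 25261675 in those of CCR2+ve monocytes (median 24742600, n = 4). All values rest on these counts, not on the number of reads aimed for. The counts use no molecular identifiers, so floors cover counting error only. Counts were normalized to counts per M reads (CPM) with edgeR's TMM factors over all 19 libraries used, and levels are means ± SD of these normalized counts. The 18652 genes with a mean of at least 1 read over these libraries were tested, out of 50854 in the table. Adjusted p values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes, fitted on the libraries of the populations compared, and are two-sided. Genes were called upregulated or downregulated, CCR1/2+ve against CCR2+ve, at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, the cutoffs of the paper. A gene with at most 3 reads in every library of a group was taken to be at the floor there. Positions are those of GENCODE release M21 on GRCm38.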

To determine whether CCR1/2+ve and CCR2+ve monocytes represent variations in chemokine receptor expression within an otherwise homogeneous monocyte population or are distinct populations, we isolated CCR1/2+ve and CCR2+ve monocytes from REP mouse (13) bone marrow (Fig. 1A). 

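In a principal component analysis of log2 CPM over 18498 genes, each scaled to unit variance, PC1 held 35.5% of the variance between the 8 libraries. The mean PC1 scores of the populations differed (two-sided exact permutation test, p = 0.0286, the smallest p that the 70 permutations of 4 libraries against 4 allow). Of the alternatives tried, edgeR's filterByExpr moved the share on PC1 most, to 42.3%. At the cutoffs, 437 genes were upregulated and 355 downregulated in CCR1/2+ve monocytes. A fit that pairs the libraries by replicate number gave counts of 628 and 427. Without the cutoff on the fold change, which moved the counts most, they were 1575 and 1574. The number of upregulated genes fell to 258 without replicate 4 of the CCR2+ve monocytes. Ccr1 (ENSMUSG00000025804, chromosome 9, 123962124 to 123968692) was at 112 ± 20.6 CPM (SD, n = 4) in CCR1/2+ve monocytes and 75.1 ± 7.13 CPM (SD, n = 4) in CCR2+ve monocytes, a log2 fold change of 0.65 (standard error 0.11, adjusted p = 0.00154). Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) was at 633 ± 109 and 1218 ± 181 CPM, a log2 fold change of −0.87 (standard error 0.13, adjusted p = 0.000636). Among the genes past both cutoffs without overlap between the populations, S100a9, Trem3 and Gm17494 had the smallest p of the upregulated genes, and Irf4, Slamf8 and Ypel3 of the downregulated genes. Trem3 (ENSMUSG00000041754, chromosome 17, 48247777 to 48258841) was at 109 ± 8.19 and 44.03 ± 5.07 CPM, a log2 fold change of 1.38 (standard error 0.10, adjusted p = 1.58e-05). Gm17494 (ENSMUSG00000057359, chromosome 3, 122255958 to 122293720) was at 19.4 ± 0.996 and 6.43 ± 0.714 CPM, a log2 fold change of 1.66 (standard error 0.12), and other genes overlap 10.4% of its exonic bases. Irf4 (ENSMUSG00000021356, chromosome 13, 30749226 to 30766976) was at 2.39 ± 0.442 and 16.4 ± 2.29 CPM, a log2 fold change of −2.69 (standard error 0.17, adjusted p = 1.51e-05). The log2 fold change of Slamf8 (ENSMUSG00000053318, chromosome 1, 172581758 to 172590568) was −1.86 and that of Ypel3 (ENSMUSG00000042675, chromosome 7, 126776955 to 126780514) was −1.59 (adjusted p = 2.27e-05). Each of these 7 genes gave p = 0.0286 in the exact permutation test on normalized counts, with no overlap between the 4 libraries of each population. For all but Ccr1 and Ccr2 this outcome was fixed in advance, since those genes were chosen for having no overlap. The test does not use the pairing of libraries by replicate number.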

Bulk transcriptomic analysis was then carried out, and principal component analysis (Fig. 1B) indicated that these populations are closely related but distinct, with ∼300 upregulated and 300 downregulated genes separating the populations (Fig. 1Ci, 1Cii). Both populations displayed an essentially monocytic core gene signature. However, gene ontology analysis (Supplemental Fig. 2A) indicated that transcripts upregulated in CCR2+ve monocytes included genes involved in the regulation of hemopoiesis along with IFN-γ responses and cell adhesion. In contrast, transcripts upregulated in CCR1/2+ve monocytes (Supplemental Fig. 2B) were indicative of active cell division, suggesting a more proliferatively active cellular population.

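A monocyte core list of 19 genes, all with a value, was examined in both populations. The mean level was above 10 CPM for 18 of the 19 genes in each. The median level of the list was 564 CPM in CCR1/2+ve and 868 CPM in CCR2+ve monocytes. Of the list, 6 genes are also in other lists tested here and 0 are in Table I. In the comparison of the populations, 15 of the 19 genes were lower in CCR1/2+ve monocytes, with a median log2 fold change of −0.44. Adjusted over the list alone, 14 genes had an adjusted p below 0.05, against 11 when adjusted over all genes tested. The genes past both cutoffs were Cx3cr1 and Fcgr1. Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) was at 171 ± 37.0 and 476 ± 129 CPM, a log2 fold change of −1.40 (standard error 0.19, adjusted p = 0.000430). Fcgr1 (ENSMUSG00000015947, chromosome 3, 96282909 to 96293969) was at 58.1 ± 14.9 and 136 ± 30.2 CPM, a log2 fold change of −1.15 (standard error 0.19, adjusted p = 0.00140). The list as a set was lower in CCR1/2+ve monocytes (two-sided camera test of limma with a preset correlation between genes of 0.01, adjusted p = 2.10e-06 over 22 lists).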

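A list of 30 genes of the response to IFN-γ, of which 21 were above 10 CPM in CCR2+ve monocytes, was higher in CCR2+ve monocytes (camera adjusted p = 2.93e-09). Of its genes, 27 were higher in CCR2+ve monocytes and 3 in CCR1/2+ve monocytes, and the median log2 fold change, CCR1/2+ve against CCR2+ve, was −0.88. When adjusted over the list alone, 23 genes had an adjusted p below 0.05, against 20 over all genes tested, and 9 were downregulated at both cutoffs and 0 upregulated. The 29 genes of an antiviral response list, all above 10 CPM in CCR2+ve monocytes, were all higher there (median log2 fold change −0.89, camera adjusted p = 2.82e-11), with 7 past both cutoffs. If p is adjusted over the list alone, 25 of them passed 0.05, against 22 over all genes. A list of 20 genes of dendritic cell differentiation had a median log2 fold change of −0.50 (camera adjusted p = 3.56e-06), with 16 genes higher in CCR2+ve monocytes and 6 past both cutoffs. Adjusted over the list alone, 11 of these passed 0.05, against 10 over all genes. Of the 45 adhesion molecules tested, 23 were higher in CCR2+ve and 22 in CCR1/2+ve monocytes, and the list as a set was not past the threshold (median log2 fold change −0.02, or 0 with the 6 genes at the floor of 1 population at their bound, camera adjusted p = 0.387). When adjusted over the list alone, 18 adhesion molecules passed 0.05, against 14 over all genes. At both cutoffs 3 were higher in CCR2+ve monocytes: Icam1 (ENSMUSG00000037405), with a log2 fold change of −1.09 (standard error 0.14, adjusted p = 0.000297), Cadm3 (ENSMUSG00000005338), −3.48 (standard error 0.71, adjusted p = 0.00521), and F11r (ENSMUSG00000038235), −1.21 (standard error 0.38, adjusted p = 0.0471). Another 3 were higher in CCR1/2+ve monocytes: Vcam1, with a log2 fold change of 4.06 (standard error 0.54, adjusted p = 0.00130), Ncam1, 1.68 (standard error 0.16, adjusted p = 6.15e-05), and Itgad, which was at the floor in CCR2+ve monocytes and at least 8.23-fold higher (adjusted p = 0.00301). Of the 22 lists tested between the resting populations, 11 had a camera adjusted p below 0.05, and all 11 also passed limma's fry, which called 13. With the correlation between genes estimated from the libraries in place of the preset one, 1 list passed, that of Table I.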

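The lists of S phase and of G2/M phase genes that the R package Seurat holds were matched to mouse symbols. Of the 42 S phase genes tested, 39 were higher in CCR1/2+ve monocytes, with a median log2 fold change of 0.80 (camera adjusted p = 8.07e-21). At both cutoffs 10 were upregulated and 0 downregulated, and adjusted over the list alone 38 passed 0.05, against 37 over all genes. The 52 G2/M phase genes tested were all higher in CCR1/2+ve monocytes, with a median log2 fold change of 0.92 (camera adjusted p = 1.86e-38). Of these, 18 were upregulated at both cutoffs and 0 downregulated, and adjusted over the list alone 52 passed 0.05, against 49 over all genes. Their median level was 178 CPM in CCR1/2+ve and 93.6 CPM in CCR2+ve monocytes, and that of the S phase genes was 72.5 and 45.5 CPM.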

**FIGURE 1.**
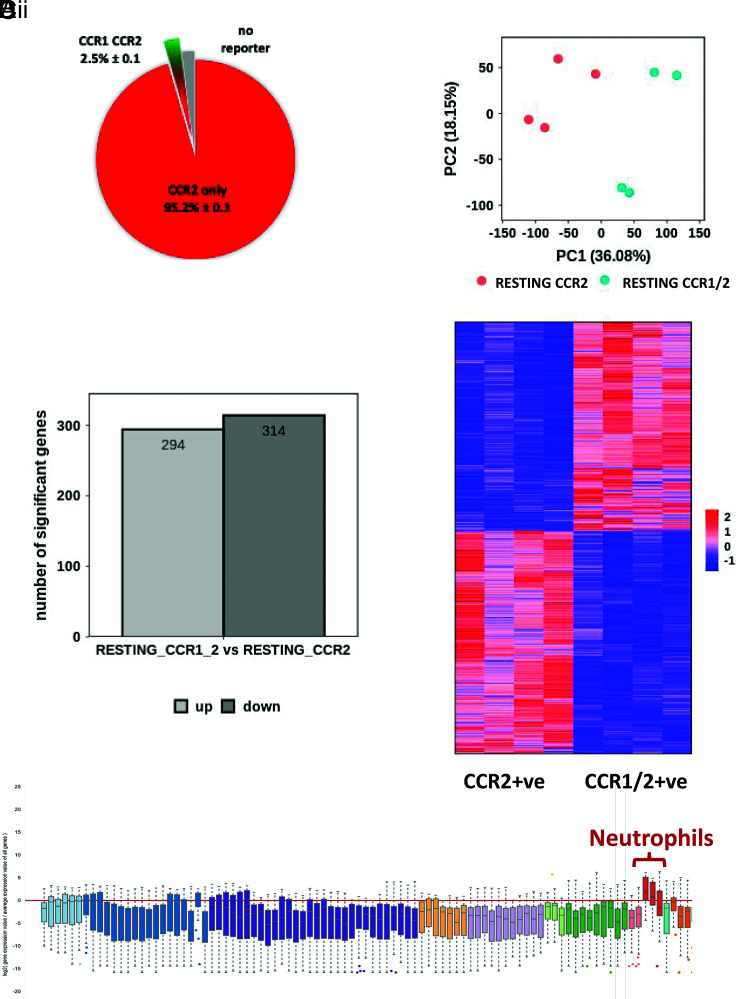
CCR2+ve and CCR1/2+ve monocytes are transcriptionally distinct. (**A**) Pie chart showing the proportion of CCR1/2+ve monocytes (green/red) and CCR2+ve monocytes (red) within the total bone marrow monocyte population. These data were obtained from flow cytometric analysis of REP mouse peripheral blood monocytes. (**B**) Principal component analysis of bulk RNA-seq data from bone marrow–derived CCR1/2+ve monocytes and CCR2+ve monocytes. (**C**) (i) Bar graph demonstrating the number of up- and downregulated genes expressed by CCR1/2+ve monocytes versus CCR2+ve monocytes. (ii) Heatmap demonstrating distinct gene expression patterns in CCR1/2+ve monocytes and CCR2+ve monocytes. (**D**) Box plot showing association of CCR1/2+ve monocytes with a neutrophilic transcription profile. This was obtained by entering the top 200 genes, preferentially expressed in CCR1/2+ve monocytes, into the engine server using the MyGeneset program, which analyzes transcript expression across immune and stromal cell populations.

Analysis of the immune/inflammatory lineage affiliation of the differentially expressed genes in these two populations (using ImmGen) failed to reveal any specific lineage association of the transcripts preferentially expressed in CCR2+ve monocytes, which were broadly distributed across the tested populations (not shown). 

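Lists of marker genes of 11 cell types were compared between the resting populations in place of the ImmGen server. An early granule list of 7 genes with a value, 4 of them in Table I and 5 above 10 CPM in CCR2+ve monocytes, was higher in CCR1/2+ve monocytes in all 7 (median log2 fold change 2.45, or 2.43 with Gfi1 at its bound, camera adjusted p = 2.10e-06). Of these, 6 were upregulated at both cutoffs, and adjusted over the list alone 7 passed 0.05, against 6 over all genes. A mature neutrophil list of 19 genes, 6 of them in Table I, 10 in other lists and 8 above 10 CPM in CCR2+ve monocytes, had a median log2 fold change of 0.19 (0.54 with 1 gene at the floor at its bound and 1 at the floor in both populations left out, camera adjusted p = 0.0368). Of its genes, 11 were higher in CCR1/2+ve monocytes, 7 were upregulated and 0 downregulated, and adjusted over the list alone 9 passed 0.05, as over all genes. The list no longer passed with DESeq2 (adjusted p = 0.228), a setting that also replaced camera by its form on ranks. Nor did the list pass with replicate numbers as a block (adjusted p = 0.0936), or without replicate 3 or 4 of the CCR1/2+ve or replicate 1 or 2 of the CCR2+ve monocytes (adjusted p up to 0.0735). The dendritic cell list was lower in CCR1/2+ve monocytes in 11 of 12 genes, with 8 downregulated (median log2 fold change −2.02, camera adjusted p = 2.10e-06), and it shares 7 genes with other lists. A tissue macrophage list of 20 genes had 7 genes upregulated and 4 downregulated (median log2 fold change 0.68, or 0.02 with genes at the floor at their bound, camera adjusted p = 0.657). For the B cell list of 10 genes, the median was 0.69 (camera adjusted p = 0.973), for the T and NK cell list of 9 genes −1.27 (camera adjusted p = 0.139) and for the erythroid list of 10 genes −0.35 (camera adjusted p = 0.387). The T and NK cell list passed without replicate 3 of the CCR2+ve monocytes (adjusted p = 0.0226), and the erythroid list with replicate numbers as a block (adjusted p = 0.0404). Few genes of the remaining lists reached 10 CPM in CCR2+ve monocytes, 0 of 7 of the basophil and mast cell list (median 0.58, or −0.01 with bounds, camera adjusted p = 0.903), 0 of 4 of the eosinophil list (0.66, or 1.32 with bounds, 2 upregulated, camera adjusted p = 0.387; fry adjusted p = 0.00669) and 1 of 7 of the megakaryocyte list (−0.16, or −0.02 with bounds, camera adjusted p = 0.560).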

Strikingly, however, transcripts preferentially expressed in CCR1/2+ve monocytes displayed a preferential association with a neutrophilic transcription profile (Fig. 1D). Many of these transcripts (see Table I) encode typical components of neutrophil granules, but the transcripts also include a number coding for receptors expressed on neutrophils, including CXCR2.

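Of the 59 transcripts of Table I, 58 were matched to a gene with a value, and all 58 were higher in resting CCR1/2+ve monocytes. At both cutoffs 51 were upregulated, and their median log2 fold change was 2.32 over the 58, or 2.19 with the 7 genes at the floor of CCR2+ve monocytes at their bound. The genes not called were Vegfa, Mrgpra2a, Ifnlr1, Ptgs2os2, Mogat2, Pax8 and E230014E18Rik. Adjusted over the list alone, 58 passed 0.05, against 51 over all genes, but the study chose these genes on the same libraries, so neither count is independent evidence. The mean level in CCR1/2+ve monocytes was under 1 CPM for 14 of the genes and above 10 CPM for 16. As a set they gave a camera adjusted p of 5.32e-33, which stayed below 0.05 with the estimated correlation (adjusted p = 0.0304). S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721), which the paper calls neutrophil-associated, was at 325 ± 49.5 CPM (SD, n = 4) in CCR1/2+ve and 20.2 ± 4.31 CPM (SD, n = 4) in CCR2+ve monocytes. Its log2 fold change was 4.08 (standard error 0.16, adjusted p = 9.02e-08). Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) was at 1.93 ± 1.25 and 0.512 ± 0.274 CPM, a log2 fold change of 1.99 (standard error 0.54, adjusted p = 0.0223). Its groups overlapped (two-sided exact permutation test, p = 0.0571), and its adjusted p rose to between 0.0635 and 0.0687 without replicate 1 or 4 of either population.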

**Table I.** Neutrophil genes with those upregulated in both resting and inflamed CCR1/2+ve monocytes marked with an asterisk

F3
MGAM*
PROM1*
MMP9
DHRS9
PPP1R42
VEGFA
S100A9*
MRGPRA2A
1810006J02RIK
GM13371
S100A8*
GM44165
MREG
WFDC21
ABCA13*
IFNLR1
MS4A3
CLDN1
HSD17B1
DNMT3L
LIN28A*
ELANE*
MRGPRA2B
FCNB*
OLFML2B*
F730016J06RIK*
PTGS2OS2
MPO*
INPP5J
MOGAT2
LCN2*
GM38575
IL1F9*
4930438A08RIK*
CXCR2*
NCAM1*
SYNE1
GM17494
G0S2
IGHV1-41
TST*
PAX8
CLDN15*
TREM3
1700012B09RIK
GM15536
GM19040
MAPK13
E230014E18RIK
GM3942
KNTC1
TREM1
ICA1*
CD24A
GCA
1700020L24RIK
FPR1*
9530077CO*

### CCR1/2+ve monocytes represent a homogeneous cellular population

The presence of transcripts, typical of neutrophils, in the CCR1/2+ve monocytes raised the possibility of neutrophil contamination. To address this, we carried out single-cell RNA-seq on sorted CCR1/2+ve monocytes. Data were visualized in a UMAP plot, and five distinct clusters were identified on the basis of differential gene expression patterns (Fig. 2A). A heatmap, showing the top 20 genes that scaled during processing for each cluster, is presented in Fig. 2B. Because several genes, identified during clustering, are associated with the cell cycle, cell cycle analysis was applied to the data, confirming that cell cycle position could largely explain differences observed between clusters; cells in cluster 2 were in S phase, cells in clusters 1 and 3 were in G_2_M phase, and cells in clusters 0 and 4 were in G_1_ phase (Fig. 2C). The expression of key differentially expressed genes is depicted as feature plots in Fig. 2D. Cluster 4 was identified as dendritic cells, based on high expression of H2-Ab1 (Fig. 2Di) in addition to other dendritic cell markers (data not shown). Neutrophil-associated genes Elane, Ncam1, and S100a9 were expressed by cells in either S or G_2_M phase of the cell cycle but absent from cells in G_1_ phase (Fig. 2Dii–2Div). Interestingly, expression of Slpi, the negative regulator of Elane, was high across all cells, regardless of cell cycle position (Fig. 2Dv). Similarly, expression of Ccr2 was high across all cells (Fig. 2Dvi). Expression of the chemokine Ccl6 increased as the cells leave G_2_M phase and enter into G_1_ phase (Fig. 2Dvii). Filtering out transcripts involved in the cell cycle significantly reduced heterogeneity within the data and revealed three clusters of CCR1/2 monocytes (plus cluster 3, which comprised dendritic cells) (Fig. 2E). Differential gene expression analysis between the clusters revealed that, after cell cycle regression, the top 20 genes expressed in clusters 1 and 2 remained largely associated with the cell cycle, suggesting there is little else contributing to variance within the data (Fig. 2F). CCR1/2+ve monocytes therefore represent a monodisperse population. No neutrophils were found within the population in this single-cell sequencing analysis, thereby ruling out neutrophil contamination as a contributor to the bulk RNA-seq data.

**FIGURE 2.**
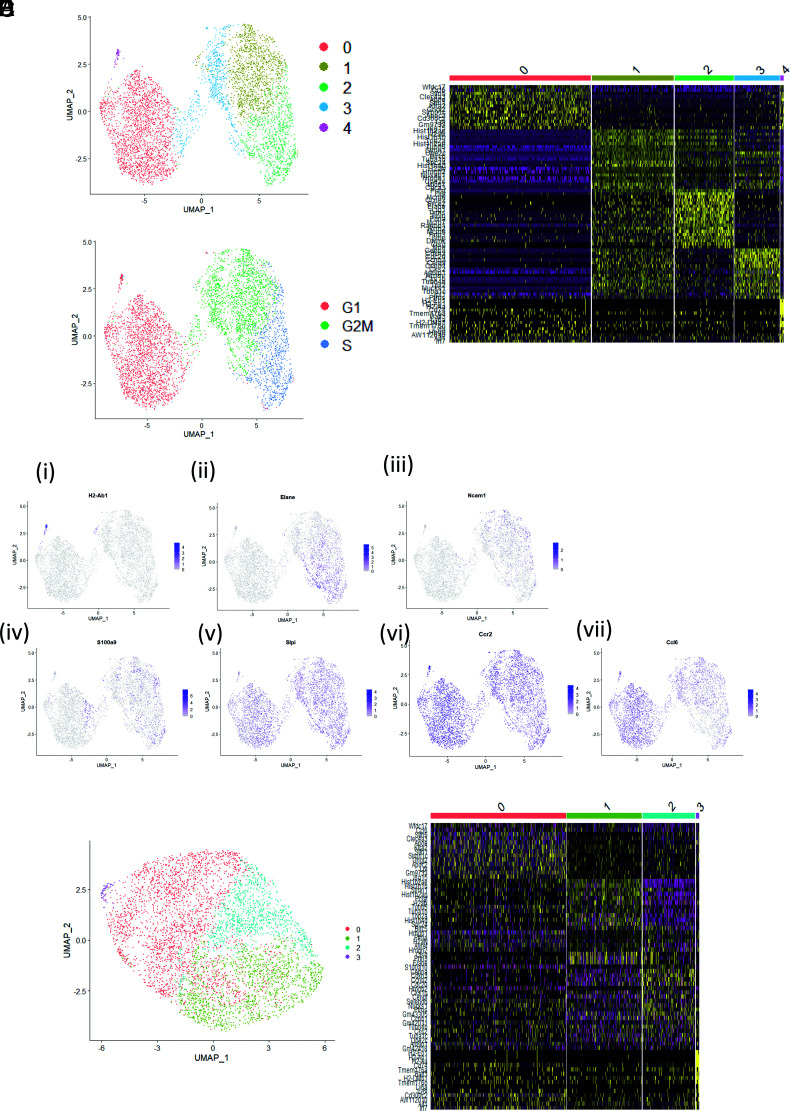
Single-cell sequencing analysis of CCR1/2+ve monocytes. (**A**) Two-dimensional UMAP visualization of bone marrow–derived CCR1/2+ve monocytes. Colors represent individual clusters of cells (0–4). Resolution = 0.21. (**B**) Heatmap depicting the top 20 differentially expressed genes within the CCR1/2+ve monocyte population that scaled during processing. (**C**) UMAP visualization of cell cycle analysis. (**D**) (i–vii) Feature plots depicting gene expression patterns of H2-Ab1, Elane, Ncam1, S100a9, Slpi, Ccr2, and Ccl6, respectively. (**E**) UMAP visualization of CCR1/2+ve monocytes with the effect of cell cycle regressed out of the data. (**F**) Heatmap depicting the top 20 genes that scaled during processing for each cluster after cell cycle regression.

Thus, CCR2+ve and CCR1/2+ve monocytes both display a core monocytic gene signature, but the CCR1/2+ve monocytes are distinguished by expression of an additional neutrophilic gene expression profile. 

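Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321), the most abundant gene of the monocyte core list, was at 27585 ± 4338 CPM (SD, n = 4) in CCR1/2+ve and 36342 ± 1831 CPM (SD, n = 4) in CCR2+ve monocytes, a log2 fold change of −0.32 (standard error 0.10, adjusted p = 0.0505). Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) was at 2530 ± 322 and 2645 ± 212 CPM, a log2 fold change of 0.01 (standard error 0.09, adjusted p = 0.969). S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035), the most abundant gene of the mature neutrophil list in CCR1/2+ve monocytes, was at 1770 ± 195 and 156 ± 57.8 CPM, a log2 fold change of 3.57 (standard error 0.23). Ngp (ENSMUSG00000032484, chromosome 9, 110419747 to 110423012) was at 26.1 ± 10.9 and 27.3 ± 7.58 CPM, a log2 fold change of 0.02 (standard error 0.32, adjusted p = 0.987). Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) was at 94.9 ± 33.8 and 21.3 ± 7.94 CPM, a log2 fold change of 2.23 (standard error 0.32, adjusted p = 0.00171). From the monocyte genes that both populations express and the neutrophil-associated transcripts that are higher in CCR1/2+ve monocytes, together with single-cell RNA-seq that is not analysed here, the paper concludes that a neutrophilic profile on top of the monocytic one distinguishes these cells.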

The transcription of genes such as MPO and ELANE in the CCR1/2+ve monocytes, which are not expressed in mature neutrophils (21), is a further indication that these cells are relatively undifferentiated.

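Mpo (ENSMUSG00000009350, chromosome 11, 87793581 to 87804413) was at 1827 ± 865 CPM (SD, n = 4) in CCR1/2+ve and 375 ± 249 CPM (SD, n = 4) in CCR2+ve monocytes, a log2 fold change of 2.36 (standard error 0.55, adjusted p = 0.0238), and exons of Gm11505 overlap 14.9% of its exonic bases. The level was higher in each CCR1/2+ve library than in each CCR2+ve library (two-sided exact permutation test, p = 0.0286, the smallest possible). The adjusted p of Mpo rose to 0.0529 without replicate 1 and 0.0683 without replicate 2 of the CCR1/2+ve monocytes, to 0.0822 without replicate 3 of the CCR2+ve monocytes, and to 0.0635 with no filter on low counts. Elane (ENSMUSG00000020125, chromosome 10, 79886247 to 79888215) was at 1747 ± 608 and 337 ± 190 CPM, a log2 fold change of 2.45 (standard error 0.45, adjusted p = 0.00781). With each library left out in turn, the log2 fold change of Elane stayed between 2.16 and 2.90.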

### The CCR1/2+ve monocytic population is expanded in inflammation

We have previously demonstrated that, under inflammatory conditions, the percentage of CCR1/2+ve monocytes is increased in bone marrow and blood (13), although whether this relates to CCR2+ve monocytes now expressing CCR1 or specific expansion of the CCR1/+ve population is not clear. To test this, we subjected mice to prolonged cytokine-driven systemic inflammation (Fig. 3A), establishment of which was reflected in splenomegaly (Figure 3Bi) and a dramatic increase in monocytic cells in peripheral blood (Fig. 3Bii). Flow cytometric analysis indicated a clear increase in the numbers of CCR1/2+ve monocytes, as well as the mean fluorescence intensity for the CCR1 reporter on these cells, in both bone marrow and peripheral blood (Supplemental Fig. 3A, 3B).

**FIGURE 3.**
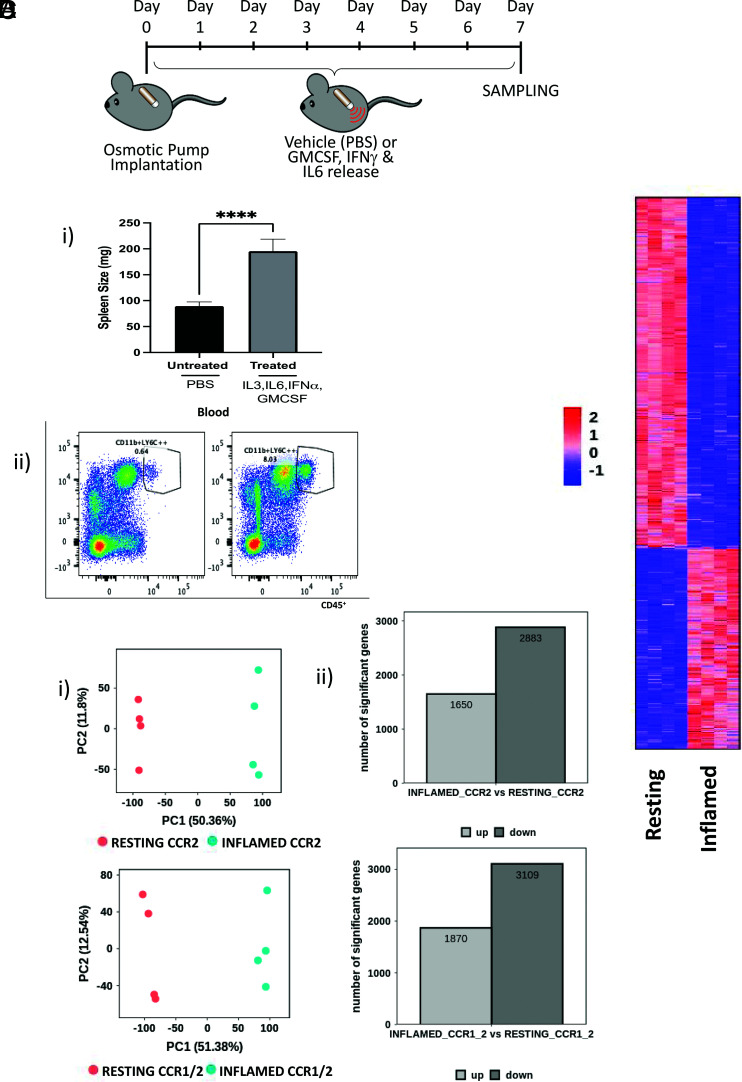
CCR2+ve and CCR1/2+ve monocytes are similarly affected by inflammation. (**A**) Diagram showing the experimental setup with vehicle, or cytokine-loaded, osmotic minipumps introduced at day 0 and tissue harvesting at day 7. (**B**) (i) Spleen weights (mg) in vehicle- and cytokine-treated mice. (ii) Expansion of monocytes in the cytokine-treated mice as shown in the righthand flow cytometry profile. (**C**) (i) Principal component analysis and (ii) number of the differentially expressed genes, comparing resting and inflamed CCR2+ve monocytes (upper panels) and resting and inflamed CCR1/2+ monocytes (lower panels). (**D**) Heatmap comparing resting and inflamed CCR1/2+ve monocytes. ****p < 0.0001.

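RNA was sequenced in the same way from monocytes of mice that had carried osmotic pumps for 7 d, releasing IL-3 (15 ng/h), IL-6 (16 ng/h), GM-CSF (15 ng/h) and IFN-α (2.083 ng/h). For inflammation, 4 libraries of inflamed CCR2+ve monocytes, with 22502998 to 24293969 reads on genes (median 23034500, n = 4), and 3 of inflamed CCR1/2+ve monocytes, with 22268658 to 24444993 (median 22494598, n = 3), were analysed. A further column of the table, named as replicate 1 of the inflamed CCR1/2+ve monocytes, matches no sample record and was not used here. Each inflamed population was compared with its resting counterpart, and the inflamed populations with each other, at the same cutoffs and over the same genes. Any difference in handling between resting and inflamed libraries would follow the same split as inflammation. The comparisons of inflamed with resting cells cannot tell the 2 apart.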

Again, CCR2+ve and CCR1/2+ve monocytes were sorted, and bulk RNA-seq was performed. Direct comparison of the transcriptomes of resting and inflamed CCR2+ve and CCR1/2+ve monocytes revealed major shifts in gene expression following inflammation, as shown by principal component analysis (Fig. 3Ci). 

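In CCR2+ve monocytes PC1 held 51.02% of the variance over 18502 genes and separated the inflamed from the resting libraries (two-sided exact permutation test, p = 0.0286, the smallest possible with 70 permutations). In CCR1/2+ve monocytes PC1 held 53.97% over 18652 genes and separated them as well (two-sided exact permutation test, p = 0.0286, the smallest possible with 35 permutations of 3 libraries against 4). Of the alternatives, restriction to the 500 most variable genes moved these shares most, to 94.2% and 92.8%.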

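In CCR2+ve monocytes 1748 genes were upregulated and 3579 downregulated in inflamed against resting cells, and in CCR1/2+ve monocytes 1708 and 3612. Without the cutoff on the fold change, the alternative that moved them most, 4082 and 3844 genes were upregulated. The median log2 fold change of all genes tested was −0.10 in CCR2+ve monocytes and −0.25 in CCR1/2+ve monocytes, and RLE size factors in place of TMM moved the latter to −0.17. Among genes without overlap between inflamed and resting libraries, F11r, Il4ra and Emilin1 had the smallest p of the genes upregulated in CCR2+ve monocytes, and Lyl1, Ier2 and Spi1 of those downregulated. F11r (chromosome 1, 171437535 to 171464603) was at 248 ± 25.7 CPM (SD, n = 4) in inflamed and 1.65 ± 0.432 CPM (SD, n = 4) in resting CCR2+ve monocytes, a log2 fold change of 7.15 (standard error 0.18, adjusted p = 2.95e-12), and of 8.02 in CCR1/2+ve monocytes. Lyl1 (ENSMUSG00000034041, chromosome 8, 84701457 to 84704715) was at 9.87 ± 0.851 and 256 ± 15.1 CPM, a log2 fold change of −4.76 (standard error 0.12), and of −5.20 in CCR1/2+ve monocytes. Spi1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756) was at 38.1 ± 1.64 and 735 ± 74.9 CPM, a log2 fold change of −4.34 (standard error 0.11), and of −4.18 in CCR1/2+ve monocytes. The log2 fold changes in CCR2+ve monocytes were 3.37 for Il4ra (ENSMUSG00000030748), 2.95 for Emilin1 (ENSMUSG00000029163) and −5.00 for Ier2 (ENSMUSG00000053560), against 3.52, 2.02 and −4.90 in CCR1/2+ve monocytes. In CCR1/2+ve monocytes the smallest p were those of Slc52a3, Shtn1 and Flna, and of Iscu, Otulinl and Pgp. Slc52a3 (ENSMUSG00000027463, chromosome 2, 151996511 to 152009258) was at 82.4 ± 10.4 CPM (SD, n = 3) in inflamed and 0.866 ± 0.309 CPM (SD, n = 4) in resting CCR1/2+ve monocytes, a log2 fold change of 6.45 (standard error 0.21, adjusted p = 1.80e-09), and of 5.68 in CCR2+ve monocytes. Iscu (ENSMUSG00000025825, chromosome 5, 113772748 to 113778288) was at 4.23 ± 0.567 and 165 ± 18.4 CPM, a log2 fold change of −5.41 (standard error 0.13, adjusted p = 1.29e-09), and of −5.10 in CCR2+ve monocytes. The log2 fold changes in CCR1/2+ve monocytes were 3.46 for Shtn1 (ENSMUSG00000041362), 2.27 for Flna (ENSMUSG00000031328), −4.37 for Otulinl (ENSMUSG00000056069) and −5.34 for Pgp (ENSMUSG00000043445), against 2.81, 2.06, −4.26 and −4.46 in CCR2+ve monocytes.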

There were ∼2000 upregulated and 3000 downregulated transcripts separating CCR2+ve and CCR1/2+ve resting and inflamed monocytes, and essentially the same transcriptional differences are seen in both populations following inflammation (Fig. 3Cii, 3D). The top 50 upregulated transcripts in the inflamed populations, compared with their uninflamed counterparts, are listed in Table II. 

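All 50 transcripts of Table II were matched and were upregulated at both cutoffs in both populations. Their log2 fold changes lay between 1.26 and 7.32 in CCR2+ve monocytes (median 2.16) and between 1.23 and 8.02 in CCR1/2+ve monocytes (median 2.08). The genes were chosen by the study on these libraries, so the count adjusted over the list alone, which is 50 in each population as over all genes, is not independent evidence. As a set they gave a camera adjusted p of 3.59e-32 in CCR2+ve and 2.54e-31 in CCR1/2+ve monocytes, or 0.0653 and 0.0359 with the estimated correlation. All 50 were also among the 200 genes with the smallest p in CCR2+ve monocytes, in either direction.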

Gene ontology analysis indicates that the bulk of upregulated transcripts encode genes involved in inflammatory and antiviral responses, whereas those downregulated included genes involved in dendritic cell differentiation and cellular signaling (Supplemental Fig. 4A, 4B). 

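The antiviral response list was higher in inflamed than in resting monocytes, in 22 of 29 genes in CCR2+ve monocytes (median log2 fold change 0.52, camera adjusted p = 0.00594) and in 27 of 29 in CCR1/2+ve monocytes (median 1.40, camera adjusted p = 1.04e-07). At both cutoffs 9 were upregulated and 2 downregulated in CCR2+ve monocytes, and 21 and 1 in CCR1/2+ve monocytes. If p is adjusted over the list alone, 17 and 26 passed 0.05, against 17 and 25 over all genes. With fry the adjusted p of this list in CCR2+ve monocytes was 0.0501. The inflammatory response list, with 4 of 29 genes in Table I, had 14 genes higher in each inflamed population (camera adjusted p = 0.766 and 0.331), with 8 upregulated and 7 downregulated in CCR2+ve monocytes and 7 and 8 in CCR1/2+ve monocytes. Its median log2 fold change was −0.07 in both, and in CCR1/2+ve monocytes 0 with genes at the floor at their bound. Adjusted over the list alone, 19 of its genes passed 0.05 in each population, against 19 and 18 over all genes. The IFN-γ response list was higher in 23 of 30 genes in inflamed CCR2+ve monocytes (median 0.63, camera adjusted p = 0.195) and in 24 of 30 in inflamed CCR1/2+ve monocytes (median 1.40, camera adjusted p = 0.00579; fry adjusted p = 0.0938). The dendritic cell differentiation list was lower in 16 of 20 genes in inflamed CCR2+ve monocytes (median −1.04, 9 downregulated and 0 upregulated, camera adjusted p = 0.00974, or 0.0832 with filterByExpr). In CCR1/2+ve monocytes 14 of 20 genes were lower (median −0.65, 7 downregulated and 3 upregulated, camera adjusted p = 0.308; fry adjusted p = 0.00421). When adjusted over the list alone, 17 and 16 of these passed 0.05, against 16 and 15 over all genes. Of the 22 lists, 7 had a camera adjusted p below 0.05 in each comparison and 9 a fry adjusted p below 0.05, while 0 and 1 passed with the estimated correlation. The others past camera in both were those of mature neutrophil (higher), erythroid (lower), and basophil and mast cell genes (higher), with G2/M phase genes (higher; fry adjusted p = 0.104) in CCR2+ve monocytes and early granule genes (lower) in CCR1/2+ve monocytes. In CCR1/2+ve monocytes the early granule list no longer passed with filterByExpr (adjusted p = 0.127) or one fit of all 15 libraries (adjusted p = 0.0666), nor the basophil and mast cell list with DESeq2 (adjusted p = 0.0745) or filterByExpr (adjusted p = 0.0969).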

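The changes with inflammation were compared between the populations, which share no library. Across the 18652 genes, the log2 fold changes in CCR2+ve and CCR1/2+ve monocytes gave a Pearson r of 0.736 and a Spearman rho of 0.753, and 81.1% of genes changed in the same direction. These are correlations across genes, which are not independent replicates. Of the alternatives, filterByExpr moved r most, to 0.933, and no filter on low counts gave 0.565. Of the 6732 genes called in either population, 3915 were called in both, 1124 up and 2786 down in both and 5 in opposite directions, while 1412 were called in CCR2+ve monocytes alone and 1405 in CCR1/2+ve monocytes alone. The slope of the change in CCR1/2+ve on that in CCR2+ve monocytes was 0.78. A test of the interaction of population and inflammation over the 15 libraries of the 4 groups gave 74 genes with an adjusted p below 0.05, 45 with a more positive change in CCR1/2+ve monocytes and 29 with a more negative change. At an unadjusted p below 0.05 there were 2419. The interaction count was 534 with DESeq2, 0 without replicate 3 of the inflamed CCR1/2+ve monocytes and 253 without replicate 4 of the inflamed CCR2+ve monocytes.

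**Figure D1:**
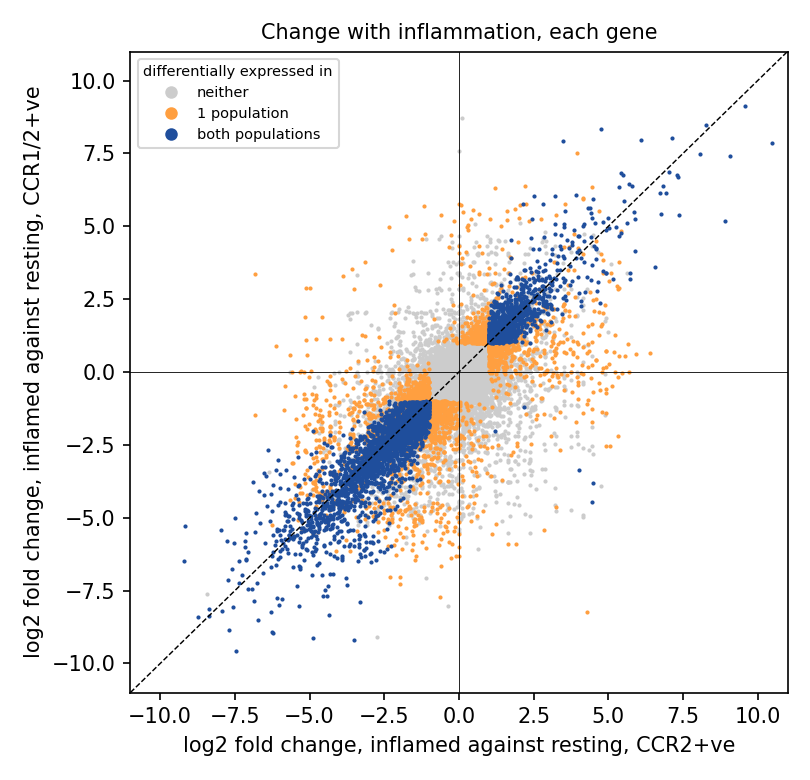
Log2 fold change of inflamed against resting CCR2+ve monocytes (x axis) and CCR1/2+ve monocytes (y axis), one point per gene tested. Genes called in both populations are blue, in 1 population orange and in neither grey, and the dashed line marks equal change.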

Overall, these results indicate that inflammation induces essentially identical alterations in the transcriptomes of CCR2+ve and CCR1/2+ve monocytes.

**Table II.** Top 50 upregulated genes in inflamed CCR2 monocytes (essentially the same as CCR1/2 monocytes)

F11R
KCNAB2
SKIV2L
MROH1
MORF4L1
IL4RA
C4B
TRAPPC9
BAK1
ATP11A
HNRNPA3
MYH9
KDM5C
U2AF2
EMC1
GTF3C1
CARD9
ZC3H3
AP1S1
SLC52A3
KLHL18
GM3608
AI506816
ARID5A
GM5830
GCN1L1
SLC38A10
CD300LF
HCFC1
PYGB
DEF8
TMEM104
CAP1
EMILIN1
NUP188
DGLUCY
PIK3CD
UBA1
PRR14L
SUPT5
ARHGAP30
SZRD1
ZBTB17
LMF2
HYOU1
MDC1
SEC16A
TSC2
ENO1
PCSK7

### The inflamed CCR2+ve and CCR1/2+ve monocytes are transcriptionally distinct

We next compared the transcriptomes of the inflamed CCR2+ve and CCR1/2+ve monocytes. Principal component analysis (Fig. 4Ai) indicated that these two populations are related but distinct, with ∼60 upregulated and 60 downregulated genes separating the populations (Fig. 4Aii, 4B). 

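PC1 held 26.6% of the variance over the 7 inflamed libraries, and its scores did not separate the populations at 0.05 (two-sided exact permutation test, p = 0.0857, where the smallest p possible is 0.0286). With filterByExpr, PC1 held 32.1% and the exact permutation p was 0.0286, as it was with the 500 most variable genes. At the cutoffs 19 genes were upregulated and 8 downregulated in inflamed CCR1/2+ve (n = 3) against inflamed CCR2+ve monocytes (n = 4). At any fold change 35 genes had an adjusted p below 0.05, and 1675 an unadjusted p below 0.05. With DESeq2, which moved the counts most, they were 43 and 64. The number of downregulated genes was 2 without replicate 3 of the inflamed CCR1/2+ve monocytes and 23 without replicate 1 of the inflamed CCR2+ve monocytes. Among genes without overlap, Pglyrp1, Fcnb and Ncam1 had the smallest p of the upregulated genes and Tmem176b, Emp1 and Apba1 of the downregulated genes. Pglyrp1 (ENSMUSG00000030413, chromosome 7, 18871331 to 18890459) was at 112 ± 20.2 CPM (SD, n = 3) in CCR1/2+ve and 26.2 ± 1.99 CPM (SD, n = 4) in CCR2+ve monocytes, a log2 fold change of 2.09 (standard error 0.15, adjusted p = 6.87e-05). Fcnb (ENSMUSG00000026835, chromosome 2, 28076378 to 28084885) was at 204 ± 22.9 and 68.2 ± 9.72 CPM, a log2 fold change of 1.57 (standard error 0.14, adjusted p = 0.000347). The log2 fold change of Tmem176b (ENSMUSG00000029810) was −1.00 (adjusted p = 0.00345). Emp1 (ENSMUSG00000030208) had −2.01 (adjusted p = 0.0232) and was not called without replicate 3 or 4 of the CCR1/2+ve or replicate 2 of the CCR2+ve monocytes (adjusted p from 0.0574 to 0.131). Apba1 (ENSMUSG00000024897) had −1.05 (adjusted p = 0.0244) and was not called without any 1 of the CCR1/2+ve libraries or replicate 3 of the CCR2+ve monocytes (adjusted p from 0.0528 to 0.150).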

Gene ontology indicated that upregulated transcripts in CCR1/2+ve monocytes correspond to response to pathogens and granulocyte migration, whereas downregulated transcripts display a mixed gene ontology profile (Fig. 4Ci, 4Cii). 

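A list of 18 genes of the response to fungi and bacteria, 5 of them in Table I and 11 in other lists, had 12 genes higher in inflamed CCR1/2+ve monocytes and 2 upregulated at both cutoffs (median log2 fold change 0.55, camera adjusted p = 1.03e-05). If p is adjusted over the list alone, 9 passed 0.05, against 2 over all genes. Between the resting populations the same list had 9 of 18 genes higher in CCR1/2+ve monocytes, 6 upregulated and 1 downregulated (median −0.12, camera adjusted p = 0.563, or 0.000275 with fry and 0.00985 with filterByExpr). A granulocyte migration list of 18 genes, 6 of them in Table I, had 12 genes higher in inflamed CCR1/2+ve monocytes and 3 upregulated (median 0.18, or 0.24 without the gene at the floor in both, camera adjusted p = 1.03e-05). Adjusted over the list alone, 7 of these passed, against 3 over all genes. In resting monocytes 13 of its genes were higher in CCR1/2+ve cells and 5 upregulated (median 0.56, or 0.30 with bounds, camera adjusted p = 0.00565). Lower in inflamed CCR1/2+ve monocytes were the lists of tissue macrophages (15 of 20 genes, camera adjusted p = 0.00258), dendritic cells (9 of 12, camera adjusted p = 0.0199), dendritic cell differentiation (14 of 20, camera adjusted p = 0.00258) and Table II (38 of 50, camera adjusted p = 0.000162). Of the 12 lists past camera, 6 passed fry and 2 passed with the estimated correlation, those of mature neutrophils (adjusted p = 0.0164) and of the response to fungi and bacteria (adjusted p = 0.0439). Without replicate 3 of the CCR1/2+ve monocytes the lists of tissue macrophages (adjusted p = 0.0517) and dendritic cells (adjusted p = 0.0678) no longer passed, nor did that of Table II without replicate 4 of these (adjusted p = 0.0549), that of dendritic cells without replicate 2 (adjusted p = 0.0790) and that of dendritic cell differentiation without replicate 4 (adjusted p = 0.0633) of the CCR2+ve monocytes. The IFN-γ response list (camera adjusted p = 0.0702, lower in CCR1/2+ve monocytes) passed with filterByExpr (adjusted p = 0.00220), with no filter on low counts (adjusted p = 0.0418), and without replicate 3 of the CCR1/2+ve (adjusted p = 0.000148) or replicate 1 (adjusted p = 0.00221) or 2 (adjusted p = 0.0314) of the CCR2+ve monocytes.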

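Of the 19 genes upregulated in inflamed CCR1/2+ve monocytes, 12 were also upregulated in resting CCR1/2+ve monocytes, a share of 63.2% (exact Clopper-Pearson 95% interval 38.4% to 83.7%). The interval treats genes as independent, which they are not, and leaves out variation between libraries. In a random set of tested genes, 2.34% would be upregulated in resting CCR1/2+ve monocytes. All 19 had a positive log2 fold change between the resting populations. Over the alternatives this share ran from 43.8% (14 of 32 genes, no filter on low counts) to 78.3% (18 of 23 genes, no fold cutoff). Of the 8 downregulated genes 6 were also downregulated in resting CCR1/2+ve monocytes. Of the 437 genes upregulated in resting CCR1/2+ve monocytes, 329 were higher in inflamed CCR1/2+ve than CCR2+ve monocytes, with a median log2 fold change of 0.41, against 1.38 between the resting populations. The mature neutrophil list had 18 of 19 genes higher in inflamed CCR1/2+ve monocytes and 2 upregulated, Ngp and Camp (median log2 fold change 0.84, or 0.75 with bounds, camera adjusted p = 4.33e-12). All 7 genes of the early granule list were higher and 2 upregulated, Fcnb and Prss57 (median 1.73, or 1.65 without Gfi1, which was at the floor in both populations, camera adjusted p = 2.56e-07). When adjusted over the list alone, 13 of the mature neutrophil and 5 of the early granule genes passed 0.05, against 2 and 2 over all genes. Of the 58 transcripts of Table I, 54 were higher in inflamed CCR1/2+ve monocytes and 8 were upregulated (median 1.28, or 1.17 with bounds, camera adjusted p = 2.84e-26). The table marks 21 transcripts with an asterisk, of which 20 were matched, all 20 were higher (median 1.83), 8 were upregulated and 18 were called with DESeq2. Of the 38 without an asterisk, 34 were higher (median 0.83). The lists of S phase genes (37 of 42 higher, camera adjusted p = 3.19e-09) and G2/M phase genes (47 of 52 higher, camera adjusted p = 2.03e-12) passed camera but not fry (adjusted p = 0.149 for both). The B cell list passed camera (7 of 10 higher, adjusted p = 0.0370) but not without replicate 4 of the CCR1/2+ve monocytes (adjusted p = 0.378) or any of replicates 1, 2 and 4 of the CCR2+ve monocytes, nor with DESeq2 (adjusted p = 0.0804), filterByExpr (adjusted p = 0.708) or fry (adjusted p = 0.149).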

As with resting cells, the transcripts differentially expressed in the CCR1/2+ve monocytes preferentially align with neutrophilic transcriptomes (Fig. 4D), and ∼60% of the upregulated genes are the same as those seen upregulated in resting CCR1/2+ve monocytes (Table I). Thus, the core neutrophilic difference between CCR2+ve and CCR1/2+ve monocytes is maintained, indicating that the increased number of CCR1/2+ve monocytes is a result of expansion of the resting CCR1/2+ve population and not of de novo CCR1 expression on CCR2+ve monocytes.

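S100a9 was at 117 ± 36.2 CPM (SD, n = 3) in inflamed CCR1/2+ve and 16.1 ± 7.18 CPM (SD, n = 4) in inflamed CCR2+ve monocytes, a log2 fold change of 2.85 (standard error 0.39) that was not called (adjusted p = 0.0578 from edgeR). With DESeq2 the adjusted p of S100a9 was 3.05e-14, with filterByExpr 0.0222 and with the 15 libraries in one fit 0.000257. Mpo was at 145 ± 45.98 and 41.9 ± 18.4 CPM, a log2 fold change of 1.77 (standard error 0.37, adjusted p = 0.187), and Elane at 493 ± 176.6 and 184 ± 52.4 CPM, a log2 fold change of 1.40 (standard error 0.27, adjusted p = 0.151); both were called with DESeq2 (adjusted p = 1.75e-05 and 5.69e-05). Each of these 3 genes was higher in every CCR1/2+ve library than in every CCR2+ve library (two-sided exact permutation test, p = 0.0286, the smallest possible). Ncam1 (ENSMUSG00000039542, chromosome 9, 49502136 to 49798925), which Table I lists, was at 64.7 ± 12.0 and 16.1 ± 2.99 CPM, a log2 fold change of 1.99 (standard error 0.18, adjusted p = 0.000347). Cxcr2 was at 5.87 ± 4.03 and 0.934 ± 0.557 CPM, a log2 fold change of 2.61 (standard error 0.54, adjusted p = 0.142), and was called with DESeq2 (adjusted p = 0.000199) and without replicate 4 of the CCR1/2+ve monocytes (adjusted p = 0.0482). Compared with resting cells, S100a9 fell by 1.60 on the log2 scale in CCR1/2+ve monocytes (adjusted p = 0.000121), Mpo by 3.81 (adjusted p = 6.22e-05) and Elane by 1.98 (adjusted p = 0.000825). In CCR2+ve monocytes the changes were −0.42 (adjusted p = 0.216), −3.25 (adjusted p = 0.00233) and −0.96 (adjusted p = 0.0851), and the last was called without replicate 4 of the resting CCR2+ve monocytes (adjusted p = 0.0134) and passed 0.05, but not the cutoff on the fold change, with filterByExpr (log2 fold change −0.99, adjusted p = 0.0303). The interaction of population and inflammation had an adjusted p of 0.202 for S100a9, 0.780 for Mpo and 0.464 for Elane. Ccr1 rose with inflammation in both, to 209.1 ± 57.4 CPM (SD, n = 4) in CCR2+ve monocytes, a log2 fold change of 1.40 (adjusted p = 1.70e-06), and to 310 ± 102 CPM (SD, n = 3) in CCR1/2+ve monocytes, 1.34 (adjusted p = 0.000315). Between the inflamed populations its log2 fold change was 0.55 (adjusted p = 0.574). From the neutrophilic difference that holds in inflamed cells, the paper concludes that CCR1/2+ve monocytes expand from the resting CCR1/2+ve population and that CCR2+ve monocytes do not newly express CCR1.

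**Figure D2:**
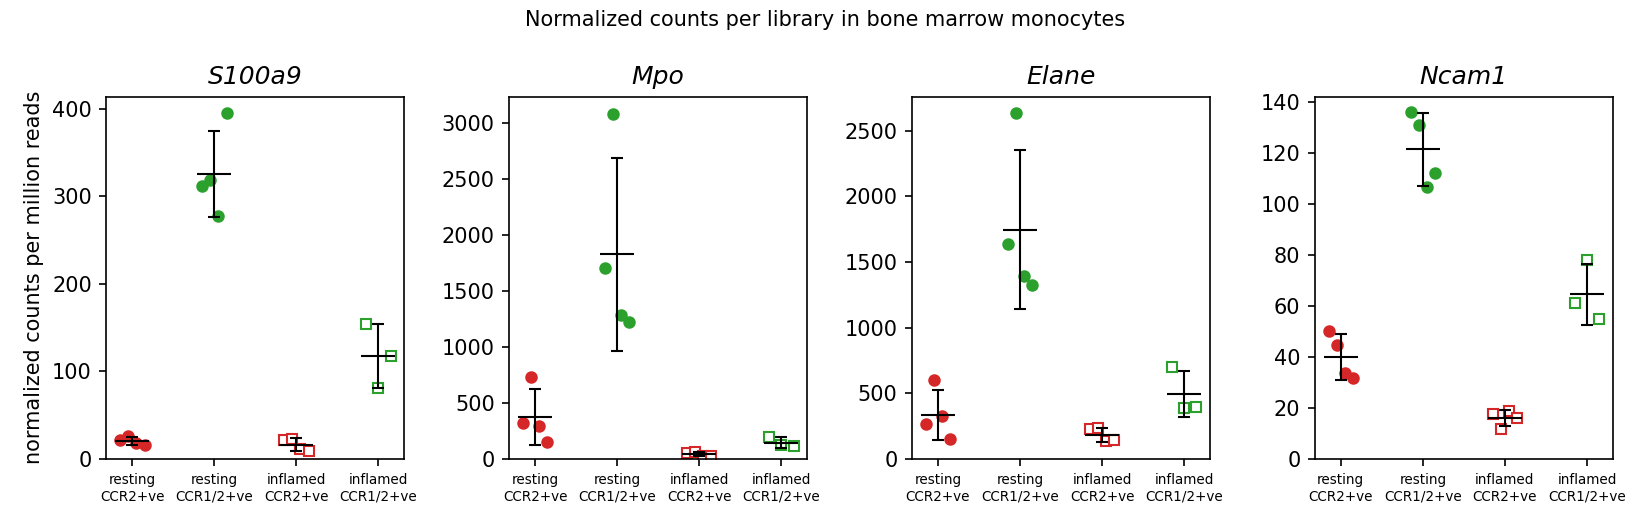
Normalized counts (CPM) of S100a9, Mpo, Elane and Ncam1 in each library, with resting cells as filled circles, inflamed cells as open squares, CCR2+ve monocytes in red, CCR1/2+ve monocytes in green, and bars for the mean ± SD. In each state every CCR1/2+ve library lies above every CCR2+ve library, and the mean level of each gene is lower in the inflamed than in the resting cells of the same population.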

**FIGURE 4.**
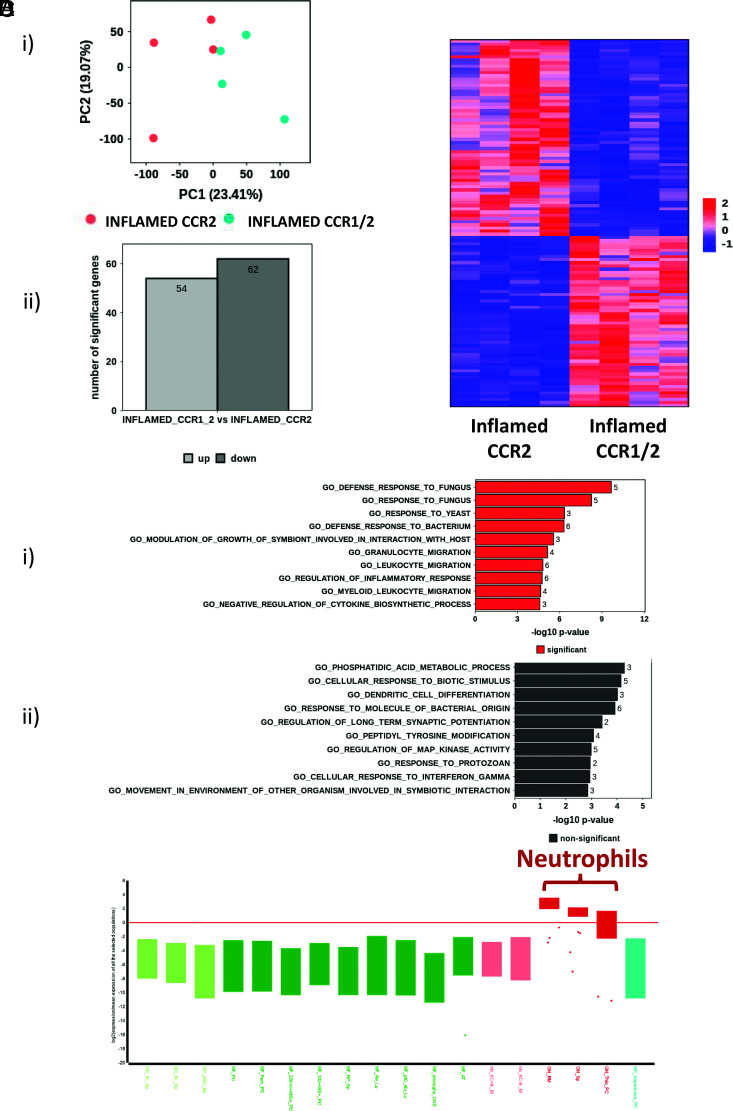
Inflamed CCR2+ve and CCR1/2+ve monocytes are transcriptionally distinct. (**A**) (i) Bulk RNA-seq principal component analysis of CCR1/2+ve monocytes and CCR2+ve monocytes. (ii) Bar graph showing the number of up- and downregulated genes expressed by CCR1/2+ve monocytes versus CCR2+ve monocytes. (**B**) Heatmap demonstrating distinct gene expression patterns between CCR1/2+ve monocytes and CCR2+ve monocytes. (**C**) Gene ontology analysis of transcripts (i) upregulated and (ii) downregulated in CCR1/2+ve monocytes compared with CCR2+ve monocytes. (**D**) Box plot showing maintenance of the neutrophilic gene expression pattern in inflamed CCR1/2+ve monocytes. This was obtained by entering the top 200 genes, preferentially expressed in inflamed CCR1/2+ve monocytes, into the engine server using the MyGeneset program, which analyzes transcript expression across immune and stromal cell populations.

### CCR1/2+ve monocytes are less able to differentiate to macrophages than CCR2+ve monocytes

To examine phenotypic differences between CCR1/2+ve and CCR2+ve monocytes, we imaged them using ImageStream, which showed (Supplemental Fig. 5) that these cells are broadly similar in shape with a suggestion of increased size in the CCR1/2+ve monocytes. Next, we investigated the relative abilities of CCR1/2+ve and CCR2+ve monocytes to differentiate in vitro to macrophages. As shown in Fig. 5A, 5B, CCR1/2+ve monocytes were less able to differentiate to F480+ve macrophages than CCR2+ monocytes. 

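By RNA-seq, Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149), which encodes the receptor CSF1R, was at 407 ± 68.2 CPM (SD, n = 4) in resting CCR1/2+ve and 837 ± 112 CPM (SD, n = 4) in resting CCR2+ve monocytes. The log2 fold change was −0.97 (standard error 0.12, adjusted p = 0.000247), just short of the cutoff on the fold change, and it stayed between −1.05 and −0.88 with each library left out in turn. The lowest CCR2+ve library was above the highest CCR1/2+ve library (two-sided exact permutation test, p = 0.0286, the smallest possible). Exons of Hmgxb3 overlap 15.1% of the exonic bases of Csf1r. In inflamed cells Csf1r was at 1080 ± 134 CPM (SD, n = 3) in CCR1/2+ve and 1504 ± 162 CPM (SD, n = 4) in CCR2+ve monocytes, a log2 fold change of −0.49 (standard error 0.12, adjusted p = 0.178).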

The limited differentiation seen with the CCR1/2+ve monocytes is in keeping with lower expression of CSF1R on the CCR1/2+ve monocytes (Fig. 5C). In addition, when comparing F480+ve macrophages differentiated from these two monocytic subtypes, those differentiated from CCR1/2+ve monocytes displayed reduced levels of MHC class II and CX3CR1 but equivalent levels of CD206 to the progeny of CCR2+ve monocytes (Fig. 5D). In terms of the relative expression of CCR1, 2, and 5 in the progeny (assessed using cells from REP mice), although levels of CCR2 and CCR5 were equivalent, the CCR1/2+ve monocytes gave rise to differentiated progeny displaying more extensive CCR1 expression (Fig. 5E). Thus, these data indicate that CCR2+ve and CCR1/2+ve monocytes display differences in their macrophage differentiation.

**FIGURE 5.**
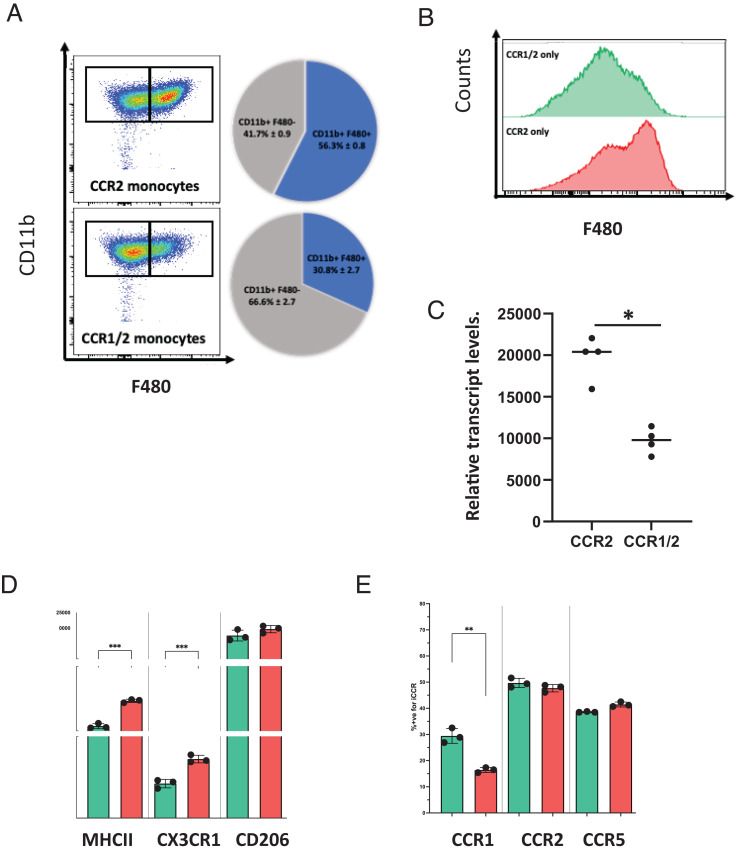
CCR1/2+ve monocytes are less able to differentiate to macrophages than their CCR2+ve counterparts. (**A**) Pie charts and associated representative FACS plots showing the proportion of fully differentiated CD11b^+^F480^+^ macrophages after 5 d of culture with CSF-1, starting from sorted bone marrow inflammatory monocytes (CCR2+ve and CCR1/2+ve coexpressing). (**B**) Representative histograms showing F480 expression of CCR2+ve (red) and CCR1/2+ve (green) monocytes cultured for 5 d with CSF-1. (**C**) CSF-1R expression, determined by RNA-seq, on CCR2+ve and CCR1/2+ve coexpressing sorted inflammatory monocytes. The Mann–Whitney *U* test was performed to determine statistical significance, with a *p* value of 0.05 defined as significant. (**D**) Expression of macrophage markers MHC class II, CD206, and CX3CR1 on the CD11b^+^F480^+^ and CD11b^+^F480^−^ fractions of cultures originating from sorted CCR1/2+ve monocytes (green) and sorted CCR2+ve monocytes (red) at day 5, expressed as mean fluorescence intensity. Each data point represents two mice. An unpaired Student *t* test was performed to determine statistical significance, with a *p* value of 0.05 defined as significant. (**E**) Expression of iCCRs (CCR1, CCR2, and CCR5) on the CD11b^+^F480^+^ and CD11b^+^F480^−^ fractions of cultures originating from sorted CCR1/2+ve monocytes (green) and sorted CCR2+ve monocytes (red) at day 5, expressed as mean fluorescence intensity of reporter proteins. CCR2 = Pe-Texas Red = mRuby2, CCR1 = FITC = Clover, and CCR5 = APC = IRFP682. Each data point represents two mice. An unpaired Student *t* test was performed to determine statistical significance, with a *p* value of 0.05 defined as significant. *p <* *0.05, **p <* *0.01, ***p <* *0.001.

### CCR1 does not regulate CCR1/2+ve monocyte mobilization from the bone marrow or accumulation at inflamed sites

Because CCR2 is essential for monocyte mobilization from the bone marrow to peripheral blood (12, 22–24), we next examined the involvement of CCR1 in CCR1/2+ve monocyte mobilization. To this end, we crossed REP mice with CCR1^−/−^ mice and examined the number of CCR1/2+ve monocytes in bone marrow and peripheral blood. No differences in CCR1/2+ve monocyte numbers were seen in bone marrow or peripheral blood in the absence of CCR1 (Fig. 6A). Thus, CCR1 is not involved in the basal mobilization of CCR1/2+ve monocytes from bone marrow. To examine the possibility that CCR1 ligands, draining from inflamed sites in peripheral blood, specifically mobilize CCR1/2+ve monocytes from the bone marrow during inflammatory responses, we i.v. injected either the CCR1 ligand CCL3 or a mixture of CC chemokines, including ligands for CCR2. As shown (Fig. 6B), CCL3 did not mobilize CCR1/2+ve monocytes, whereas, as expected, administration of the chemokine mixture did. Overall, therefore, these data indicate that CCR1 is not involved in CCR1/2+ve monocyte mobilization under either resting or inflamed conditions.

**FIGURE 6.**
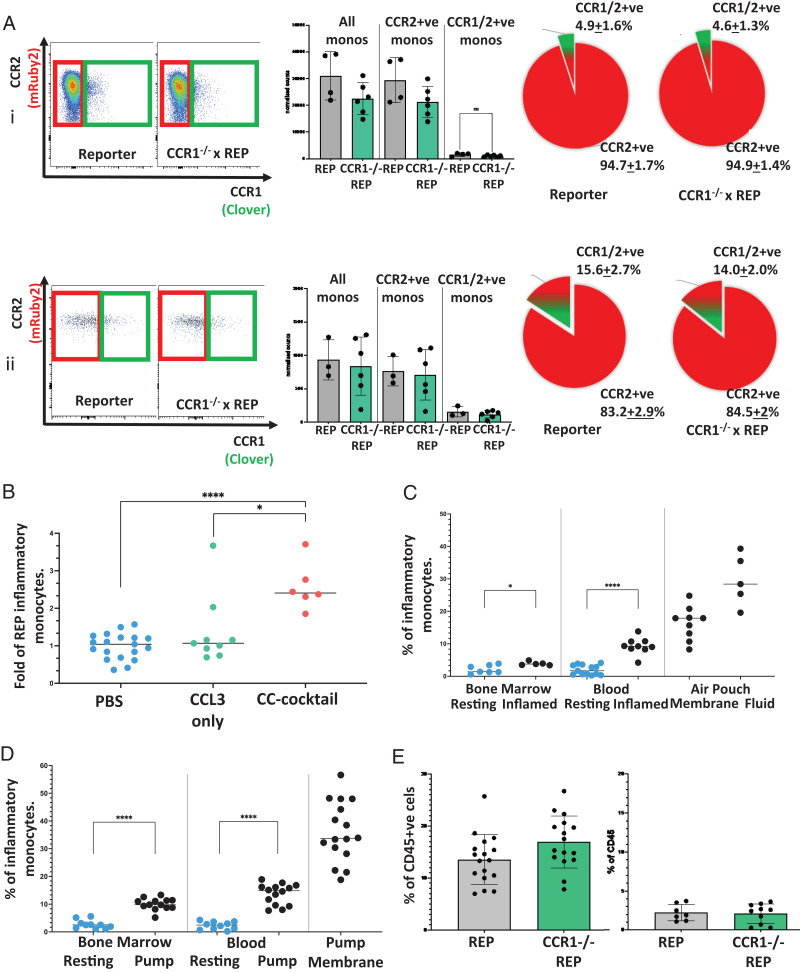
CCR1 does not contribute to the egress of the CCR1/2+ve monocytes from the bone marrow or their accumulation at inflamed sites. (**A**) (i) Representative FACS plots showing CCR2+ve (red box) and CCR1/2+ve (green box) inflammatory monocytes (CD11b^+^ Ly6C^++^ Ly6G^−^) in the bone marrow of REP and CCR1^−/−^ xReporter resting mice, with associated bar graph showing normalized monocyte counts and pie charts showing the proportion of CCR1/2+ve monocytes (green/red) of total CCR2+ve bone marrow monocytes (red). (ii) Representative FACS plots showing circulating CCR2+ve (red box) and CCR1/2+ve coexpressing (green box) inflammatory monocytes (CD11b^+^ Ly6C^++^ Ly6G^−^) from the blood of REP and CCR1^−/−^ xReporter resting mice, with associated bar graph showing normalized monocyte counts and pie charts showing the proportion of CCR1/2+ve monocytes (green/red) of total CCR2+ve circulating monocytes (red). (**B**) Number of inflammatory monocytes in circulation at day 9 of the air pouch model. Mice were injected 12 h before cull with chemokines to enhance monocyte extravasation. Numbers are expressed as the fold of PBS injection (blue), with two different chemokine injections, CCL3 only (green), and a CC chemokine mix containing CCL7, CCL3, CCL5, and CXCL5 (red). One-way ANOVA with Brown-Forsythe and Welch correction was performed to determine statistical significance, with a *p* value of 0.05 defined as significant. (**C**) Proportion of CCR1/2+ve monocytes (of total CD11b^+^Ly6C^++^ Ly6G^−^ CCR2^+^ monocytes) in bone marrow, blood, and periphery (air pouch membrane and fluid) during inflammation (black) compared with CCR1/2+ve coexpressing monocytes found in the resting state (blue). An unpaired Student *t* test was performed to determine statistical significance, with a *p* value of 0.05 defined as significant. *p <* *0.05. (**D**) Proportion of CCR1/2+ve coexpressing monocytes (of total CD11b^+^ Ly6C^++^ Ly6G^−^ CCR2+ve monocytes) in bone marrow, blood, and periphery (minipump membrane) during a slow cytokine release model of inflammation (GM-CSF, IL-3, IL-6, and IFN-α) compared with CCR1/2+ve monocytes found in the resting state (blue). An unpaired Student *t* test was performed to determine statistical significance, with a *p* value of 0.05 defined as significant. (**E**) Proportion of inflammatory monocytes (as a percentage of CD45^+^) in the membrane and fluid of inflamed REP and CCR1xReporter mice (air pouch model). ****p <* *0.0001.

Next, we examined the possibility that CCR1/2+ve monocytes are preferentially recruited to inflamed sites. Analysis of CCR1/2+ve monocytes in the inflamed air pouch model (12, 25) (Fig. 6C) indicated that, as reported previously (13), the percentage of these cells (as a percentage of total inflammatory monocytes) increased in peripheral blood in response to air pouch inflammation. Furthermore, we observed a dramatic increase in the percentage of these cells in the inflamed air pouch, where they comprised ∼26% of total inflammatory monocytes. Similarly, when we studied mice implanted with the cytokine-loaded slow-release capsules to induce peripheral inflammation (Fig. 6D), we again saw an increase in the percentage of CCR1/2+ve monocytes in the blood of inflamed mice and a marked increase (>30% of total inflammatory monocytes) in the tissue surrounding the implanted pump. Crucially, we also saw accumulation of CCR1/2+ve monocytes in the inflamed air pouch in REP mice with a homozygous deletion in CCR1 (Fig. 6E), indicating that CCR1 does not account for the preferential recruitment of these cells to inflamed sites and that this may relate to the increased adhesion molecule expression in these cells resulting in enhanced CCR2-activated adhesion to the luminal endothelium. (Table III). Overall, these data indicate that CCR1/2+ve monocytes cannot use CCR1 for mobilization from the bone marrow and accumulate at inflamed sites in a CCR1-independent manner.

**Table III.** Relative expression of adhesion molecules in CCR1/2+ve compared with CCR2+ve monocytes

Gene name	Log_2_ fold change	Adjusted *p* value
VCAM1	4.06	3.81E-10
ITGAD	5.7	0.000103361
NCAM1	1.68	9.84E-22

## Discussion

There has been much interest in the issue of redundancy of function of chemokines and their receptors, particularly in the context of inflammation. We have been studying this with respect to the receptors CCR1, CCR2, CCR3, and CCR5, which sit within a tightly integrated chromosomal locus in the mammalian genome and which regulate nonneutrophilic myeloid cell recruitment to inflamed sites. In this study, we demonstrate that although the majority of monocytes express only CCR2 from this locus, a subset of monocytes coexpress CCR2 and CCR1. These cells are present at similar levels in bone marrow, blood, and spleen, and their expression of CCR1 is elevated upon induction of systemic inflammation. Given the similar levels of CCR1/2+ve cells in bone marrow and blood, it is our assumption that they originate from the bone marrow. Our analyses highlight clear differences between the CCR2+ve and CCR1/2+ve monocyte populations, and this is further reinforced by RNA-seq, which reveals them to be transcriptionally distinct. Importantly, these data demonstrate that CCR1/2+ve monocytes are not simply CCR2+ve monocytes with stochastic CCR1 expression but a transcriptionally distinct monocyte subpopulation.

We have previously demonstrated that the majority of monocyte recruitment to inflamed sites is nonredundantly dependent on CCR2 (12). Our previous analyses indicated that the small number of monocytes that do enter tissues in a CCR2-independent manner are transcriptionally distinct from the CCR1/2+ve monocytes reported in this study and therefore that monocytes with a neutrophilic gene signature are excluded from inflamed sites in CCR2^−/−^ mice. Overall, this indicates that the CCR1/2+ve cells require CCR2 to enter inflamed tissues. This conclusion is reinforced by data from REP mice lacking CCR1, which indicate that CCR1 plays no role in CCR1/2+ve monocyte recruitment to inflamed sites. CCR1 also is not involved in the mobilization of these cells from the bone marrow. Our conclusion therefore is that these cells most likely require CCR1 for migration within a tissue only after having extravasated from the vasculature. It is possible that the increased accumulation at inflamed sites reflects the increased expression of adhesion molecules in the CCR1/2+ve monocytes.

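Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) was at 26.2 ± 15.0 CPM (SD, n = 4) in resting CCR1/2+ve and 1.69 ± 1.13 CPM (SD, n = 4) in resting CCR2+ve monocytes, a log2 fold change of 4.06 (standard error 0.54, adjusted p = 0.00130) that stayed between 3.60 and 4.57 with each library left out in turn. Itgad (ENSMUSG00000070369, chromosome 7, 128154376 to 128223816) had 8 to 68 reads in the resting CCR1/2+ve libraries and at most 1 in the CCR2+ve libraries, so that it was at least 8.23-fold higher (adjusted p = 0.00301), and other genes overlap 12.4% of its exonic bases. Ncam1 was at 121 ± 14.2 and 40.0 ± 8.91 CPM, a log2 fold change of 1.68 (standard error 0.16, adjusted p = 6.15e-05). In inflamed monocytes the log2 fold change of Vcam1 was 0.91 (adjusted p = 0.613), with 2.16 ± 1.54 CPM (SD, n = 3) in CCR1/2+ve and 1.13 ± 0.437 CPM (SD, n = 4) in CCR2+ve cells, and Itgad was at the floor in both populations. The interaction of population and inflammation for Vcam1 was −3.14 (adjusted p = 0.110).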

Transcriptionally, what most distinguishes CCR1/2+ve monocytes from their CCR2+ve counterparts is expression of a sizable cohort of neutrophil-specific genes. Further single-cell analysis indicates that the CCR1/2+ve cells represent a monodisperse population of monocytes and that the neutrophil-specific transcripts are not a result of neutrophil contamination during cell sorting. Interestingly, although typical monocyte-related genes within the CCR1/2+ve population are expressed in cells at all stages of the cell cycle, the neutrophil-specific genes are typically not seen in G_1_ phase but are seen to be expressed in all other phases of the cell cycle. It is possible that this represents an immediate early response (26) in this monocyte population, which is triggered as they enter the cell cycle, and that quiescent cells, or cells in G_1_, do not express the neutrophil-associated genes.

Intriguingly, there have been numerous previous reports of atypical monocyte populations characterized by expression of neutrophil-specific genes (27–31) and generally assessed as having immunosuppressive activities (27, 29, 30). Our data particularly align with the cellular population reported by Yáñez et al. (31), who demonstrated that these cells arise from granulocyte-macrophage progenitor cells without going through the classic myeloid dendritic precursor stage. Despite the strong transcriptional similarity to monocytes, these cells are therefore produced independently of monocyte–dendritic cell precursors.

Overall, our data demonstrate that monocytes can express alternative combinations of CCR1 and CCR2. However, close examination shows that CCR1/2 expression delineates a functionally and transcriptionally independent population. Our data therefore reveal specificity, rather than redundancy, in iCCR expression by monocytes.

## Supplementary Material

Supplemental 1

How the deposited data were processed for this re-analysis (not part of the article)

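Bulk RNA-seq counts of monocytes sorted from the bone marrow of REP mice were analysed: 4 libraries of resting CCR1/2+ve monocytes, 4 of resting CCR2+ve monocytes, 3 of inflamed CCR1/2+ve monocytes and 4 of inflamed CCR2+ve monocytes. A further 4 libraries are labelled inflamed CCR1, a group the paper does not report, and their levels and comparisons are given in the closing section only. They also entered the TMM factors behind the CPM levels and the filter that set the genes tested. Conditions were taken from the sample labels and the paper. The table has 20 columns of counts, of which 19 could be mapped to samples. The other column, named as replicate 1 of the inflamed CCR1/2+ve monocytes, matches no sample record and was not used here. The single-cell RNA-seq, flow cytometry and culture experiments were not analysed here.

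The authors assessed paired-end reads with fastp and aligned them to GRCm38 with STAR, keeping reads that aligned to 1 place with at least 35 matched bases, and counted them per gene of Ensembl release 91. The values are raw read counts, not normalized, for 50854 genes, of which 23256 had no read in any of the 19 libraries. Which strand the counts were taken from is not recorded in the table. Of the 2532 annotated genes of chromosome 14, 0 are in the table, so that chromosome is not analysed here, and chromosomes 15 to 19 are analysed in part (1593 of 1851, 1181 of 1607, 1712 of 2331, 896 of 1399 and 1090 of 1395 annotated genes). Of the 15 libraries of the reported groups, the one with the fewest reads on genes had 22268658 and the one with the most 30502009 (median 24293969), and 3 reads in all libraries of a group was taken as the floor.

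Genes with a mean of at least 1 read over the 19 libraries were tested (18652). Each comparison was fitted on the libraries of its 2 groups with edgeR 4.0.16 in R 4.3.3 (TMM normalization, robust dispersions, quasi-likelihood F test, two-sided), with Benjamini-Hochberg adjustment over the genes tested, and genes were called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, the paper's cutoffs. Standard errors are the log2 fold change divided by the root of F. The interaction of population and inflammation was tested in one fit of the 15 libraries. Single genes also had an exact two-sided permutation test on normalized counts. Principal components were computed on log2 CPM with a prior count of 2, each gene scaled to unit variance. Positions and overlaps of exons are from GENCODE M21.

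The gene ontology and ImmGen analyses of the paper were replaced by 22 lists: monocyte core, mature neutrophil, early granule, tissue macrophage, B cell, T and NK cell, erythroid, basophil and mast cell, eosinophil, dendritic cell, megakaryocyte, IFN-γ response, antiviral response, inflammatory response, dendritic cell differentiation, response to fungi and bacteria, granulocyte migration, adhesion molecules, the S and G2/M lists of Seurat 5.3.0, and Tables I and II of the paper. The study chose the genes of the 2 tables on the same libraries. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, two-sided, with adjustment over the lists of a comparison. Of the genes of the lists other than those of Seurat and the paper, 9 have no counts in the table and were left out, and 52 of the 54 genes of the G2/M list have counts.

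The lists, the comparisons, the cutoffs and the alternatives were chosen before the data were examined, except for a correction for GC content, alone or with the block, and a covariate that parts replicates 1 and 2 from replicates 3 and 4, which were chosen after. The bounds for genes at the floor in list medians were also set after, and each part of the closing section says which of its tests were. The alternatives were DESeq2 1.42.0, its RLE size factors, no filter on low counts, edgeR's filterByExpr, all 15 libraries in one fit, replicate numbers as a block, no fold cutoff, each library left out in turn, and, for lists, fry and the estimated correlation. For lists, the DESeq2 setting ran the rank form of camera on the DESeq2 statistics. It therefore changes the list test as well as the tool, and a changed call cannot be credited to either alone. The genes named are those the paper names, the 3 upregulated and 3 downregulated genes with the smallest p in each comparison among those past both cutoffs without overlap between the groups, transcripts of the tables whose call is not the paper's, and members of lists; results for 2 single genes are not reported here.

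Whether replicate numbers pair the samples was checked on 9773 genes. Between resting CCR1/2+ve and CCR2+ve libraries of the same number, the correlation of the deviations from the group means was 0.33 to 0.50 over 4 pairs, and between libraries of other numbers −0.36 to 0.22, so the numbers pair these samples, on this correlation alone. Calls at an adjusted p below 0.05, without the fold cutoff, were tested on simulated data with 200 of 18652 genes changed. With 4 libraries against 4, edgeR found 80% of the changed genes, with 6.43% of its calls false. With 3 against 4 it found 76.5%, with 7.83% false. DESeq2 found 82% and 80.5%, with 14.1% and 15.3% of its calls false. The interaction test found 69%, with 4.83% false. The changed genes were not taken from genes with few reads. These shares therefore do not hold for such genes, nor for calls at both cutoffs.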

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

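Of the tests in this part, the one of monocytes as the source of most cells in the inflamed CCR1 (labels only) libraries was chosen only after the result was seen.

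In 119 groups of 4 libraries, 2 held a library far from the others by Dixon's ratio (95% critical value), where chance gives 5.95. Spi1 in inflamed CCR2+ve monocytes had a ratio of 0.923, with 40.5 CPM in replicate 4 against 37.2 to 37.4 CPM in the others. Pgp in resting CCR2+ve monocytes had a ratio of 0.914, with 49.2 CPM in replicate 1 against 61.7 to 62.9 CPM. Both are small beside the change of these genes with inflammation, and neither a technical nor a biological explanation was tested.

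The change with inflammation differed between the populations in 74 genes (interaction test, adjusted p below 0.05). Among the genes named here, the interaction was 0.83 for Ccr2 (adjusted p = 0.0478), −4.44 for Ccr3 (adjusted p = 0.0447), 0.98 for Ccl6 (adjusted p = 0.0273), −1.43 for Gm17494 (adjusted p = 0.0324), 1.43 for Irf4 (adjusted p = 0.0273), −0.92 for Pgp (adjusted p = 0.0497), 1.32 for Pglyrp1 (adjusted p = 0.0273), −1.18 for Apba1 (adjusted p = 0.0237), −3.25 for C1qa (adjusted p = 0.0273), −2.81 for C1qb (adjusted p = 0.0455), −3.12 for C1qc (adjusted p = 0.0447) and 1.52 for Trf (adjusted p = 0.0273), CCR1/2+ve against CCR2+ve on the log2 scale. Of the 74 genes, 57 had a smaller difference between the populations in inflamed than in resting cells. In 55 of the 74 the difference had opposite signs in the 2 states. Between the resting populations 31 of the 74 were called, and between the inflamed populations 4. Of 100 regroupings of the population labels within each state, the real one included, 4 gave as many genes, 93 gave none and the highest other count was 423, which argues against the grouping of libraries alone as the source. The count was 0 without inflamed CCR1/2+ve replicate 3, so which genes differ rests on few libraries. A difference in biology between the populations stays open and was not tested otherwise.

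The 4 libraries labelled inflamed CCR1, which the paper does not report, differed from the inflamed CCR2+ve libraries in 5830 genes past both cutoffs and from the inflamed CCR1/2+ve libraries in 5172. Of the 35 splits of the libraries, 1 gave as many genes in each comparison, the real one. They gave 14 lists past camera in each, and 2 and 3 of the 35 splits gave as many lists, the real one included. With the 50 most abundant genes of each group left out, a share of 0.987 of the genes called against CCR2+ve libraries stayed called (5711 of 5786), which argues against a few abundant genes as the source. Ngp was at 86036 ± 12721 CPM, Elane at 24889 ± 1913 CPM, Mpo at 20732 ± 2037 CPM, Camp at 19966 ± 3290 CPM and S100a9 at 4778 ± 972 CPM (SD, n = 4), while Ccr1 was at 38.01 ± 4.60 CPM, Ccr2 at 5.82 ± 2.56 CPM and Csf1r at 17.7 ± 4.44 CPM. Against inflamed CCR2+ve libraries the median log2 fold change of the monocyte core list was −4.21, with 18 of 19 genes lower, which argues against monocytes as most of these cells. The mature neutrophil list had a median of 4.58 (17 of 19 genes higher, 10 of the 19 in other lists and 6 in Table I). The early granule list had a median of 8.42, or 7.41 with genes at the floor at their bound (7 of 7 genes higher, 3 of the 7 in other lists and 4 in Table I). By these lists granulocyte precursors are a candidate source, as a hypothesis. What was sorted is not given by the labels, and a mislabelled sample was not tested.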

How the results depend on the processing

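The GC correction, alone or with replicate numbers as a block, and the covariate for replicates 1 and 2 against 3 and 4 were chosen only after the result was seen, and with them the counts of called genes stayed within 1.5 times (resting 432 and 330 with the GC correction, 592 and 397 with the GC correction and the block, 567 and 384 with the covariate).

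Without the fold cutoff, 1575 genes were higher and 1574 lower in resting CCR1/2+ve monocytes, and 4082 and 3844 genes rose with inflammation in CCR2+ve and CCR1/2+ve monocytes, as fewer conditions on a call must give. Between inflamed CCR1/2+ve and CCR2+ve monocytes, genes up and down were 43 and 64 with DESeq2 and 32 and 19 with no filter on low counts, and genes down were 5 with filterByExpr and 18 with all 15 libraries in one fit. The number of interaction genes was 534 with DESeq2, 113 with RLE size factors, 145 with no filter and 122 with filterByExpr. The cause was not tested for any of these.

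For the agreement of the changes with inflammation, Pearson r was 0.753 with DESeq2, 0.565 with no filter, 0.933 with filterByExpr and 0.834 over genes called in either comparison. Spearman rho was 0.565, 0.907 and 0.841 under the last 3, and the percent of genes with the same sign 67.4, 87.1 and 96.4. These settings differ in how many genes with few reads they hold. PC1 of the resting libraries held 33.5% with genes centred only, 38.2% with the 500 most variable genes and 42.3% with filterByExpr. Under these 3, PC1 held 66.4%, 94.2% and 61.2% for inflammation in CCR2+ve and 67.0%, 92.8% and 63.2% in CCR1/2+ve monocytes. For the inflamed populations it held 29.0% with the 500 most variable genes and 32.1% with filterByExpr, and the exact permutation p was 0.0286 under both. With the estimated correlation 1, 0, 1 and 2 lists passed 0.05 in the 4 comparisons (resting, CCR2+ve, CCR1/2+ve, inflamed), and with fry 6 lists in the last. The cause was not tested.

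By a correlation over 0.1 in every pair, replicate numbers pair the samples in the resting comparison, and in none of the 5 others examined. In the resting comparison the block gave 628 genes up and 427 down, with 771 of the 792 genes called without it among the 1055. Of the genes and lists named for that comparison, it changed the call of the mature neutrophil list (adjusted p = 0.0936), of the erythroid list (adjusted p = 0.0404) and of 5 transcripts of Table I given in the part on differences from the paper, and of no other for which it was run. In the others, correlations between same numbers ran from −0.25 to 0.29 for inflammation in CCR2+ve, 0.05 to 0.20 in CCR1/2+ve, −0.24 to 0.44 between inflamed populations and −0.25 to 0.088 between the inflamed CCR1 (labels only) and inflamed CCR1/2+ve libraries. Between the inflamed CCR1 (labels only) and inflamed CCR2+ve libraries they ran from 0.0961 to 0.194, with 1 of 4 pairs short of 0.1, but all lay above those between other numbers (highest 0.0738), and the block gave 2635 genes up and 2958 down there, 5487 of them among the 5830 called without it. With the block, inflamed genes up and down were 35 and 45, interaction genes 222, Csf1r between inflamed populations −0.54 (adjusted p = 0.0253, against 0.178 without it), and the adjusted p between them 0.00405 for S100a9, 0.000571 for Mpo, 0.000306 for Elane, 0.0101 for Cxcr2, 0.0416 for Ccr1, 0.133 for the B cell list, 1.54e-07 for the IFN-γ response list and 9.85e-05 for the antiviral response list. With inflammation the block gave an adjusted p of 0.0228 for S100a9 (−0.49) and 0.0454 for Elane (−0.82) in CCR2+ve and 0.0297 for Ccl6 (0.32) in CCR1/2+ve monocytes, and H2-Ab1 with inflammation in CCR1/2+ve monocytes 0.38 in place of −0.02.

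With each library left out in turn, genes up and down ran from 258 to 618 and 260 to 395 (resting, lowest without CCR2+ve replicate 4), 1623 to 1974 and 3216 to 3478 (CCR2+ve), 1563 to 1818 and 3115 to 3529 (CCR1/2+ve), and 13 to 19 and 2 to 23 (inflamed, 2 without CCR1/2+ve replicate 3, 23 without CCR2+ve replicate 1). Interaction genes ran from 0 (without inflamed CCR1/2+ve replicate 3) to 253 (without inflamed CCR2+ve replicate 4). Pearson r ran from 0.691 to 0.735, Spearman rho from 0.714 to 0.758, the same sign from 78.7% to 81.6% and the overlap of upregulated genes from 52.6% to 69.2%. PC1 held 34.3% to 39.1% (resting), 51.6% to 53.1% (CCR2+ve), 54.02% to 56.2% (CCR1/2+ve) and 27.6% to 31.1% (inflamed). Log2 fold changes ran from −1.05 to −0.88 for Csf1r in resting and −0.57 to −0.39 in inflamed cells, 3.60 to 4.57 for Vcam1 and 1.56 to 1.83 for Ncam1 in resting cells, and 0.24 to 1.30 for Vcam1 and 1.83 to 2.11 for Ncam1 in inflamed cells. Itgad stayed higher in resting CCR1/2+ve monocytes in each of these fits. It was at the floor in resting CCR2+ve monocytes, so its fitted values give no size. Lists past 0.05 ran from 10 to 12, 7 to 7, 7 to 9 and 10 to 13.

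Results near 0 reversed. H2-Ab1 with inflammation in CCR1/2+ve monocytes was 0.068 with DESeq2, 0.068 with RLE size factors and −0.60 to 0.64 with a library left out, and in CCR2+ve monocytes −0.55 to 0.72. Ccr2 with inflammation in CCR2+ve monocytes ran from −0.063 to 0.087 and between inflamed populations from −0.097 to 0.070. None of these was past the threshold, and the cause was not tested.

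Of the values of single genes, the alternatives other than leaving out a library kept most calls: DESeq2 78 of 84 (5 stronger, 1 reversed), RLE size factors 85 of 86, one fit 70 of 74 (2 weaker, 2 stronger), filterByExpr 80 of 82 (2 stronger), no filter 83 of 86 (3 weaker) and the block 77 of 86 (8 stronger, 1 reversed). With a library left out, 606 of 645 kept theirs (24 weaker, 3 stronger, 12 reversed). Of the 88 tests of lists, 85 kept their call with DESeq2, 70 with fry (9 weaker, 9 stronger) and 55 with the estimated correlation (33 weaker).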

Differences from the paper's values

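No test in this part was chosen after the result was seen.

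In inflamed CCR1/2+ve (3 libraries) against inflamed CCR2+ve monocytes (4 libraries) 19 genes were upregulated, against the paper's ∼60. Fig. 4A of the paper plots 4 inflamed CCR1/2+ve samples. Its counts, and the asterisks of Table I, may therefore rest on a library that was not analysed here, which was not tested. Of the 14 alternatives set before the data were examined, DESeq2 (43 genes) came within 1.5 times the paper's number and the other 13 did not. In the same comparison 8 genes were downregulated, against the paper's 60, and of the 14 alternatives DESeq2 (64) and replicate numbers as a block (45) came within 1.5 times and the other 12 did not. Against the volcano plot, with about 54 genes up and about 62 down in Fig. 4Aii, read by eye, the same settings came within 1.5 times.

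In resting CCR1/2+ve monocytes 437 genes were upregulated, against about 290 in Fig. 1Ci, read by eye. Of the 15 alternatives set before the data were examined, 9 came within 1.5 times: no filter on low counts, filterByExpr, all 15 libraries in one fit, and the fits without replicate 1, 2 or 4 of the CCR1/2+ve or replicate 1, 3 or 4 of the CCR2+ve monocytes. The other 6 did not.

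Table I lists 7 transcripts as upregulated in resting CCR1/2+ve monocytes that were not called here. Vegfa (adjusted p = 0.0609) was called by 1 of 14 settings, without CCR1/2+ve replicate 4, Pax8 (adjusted p = 0.108) by replicate numbers as a block, and Mrgpra2a (adjusted p = 0.0904) by 0. Ifnlr1 (adjusted p = 0.0941) was called with the block and without CCR2+ve replicate 2. Ptgs2os2 (adjusted p = 0.0637) was called with DESeq2, all 15 libraries in one fit, the block and without CCR2+ve replicate 1. Mogat2 (adjusted p = 0.0573) was called with these 4 settings, filterByExpr, and without CCR1/2+ve replicate 3 or 4. E230014E18Rik (adjusted p = 0.0540) was called with DESeq2, filterByExpr, the block, and without CCR1/2+ve replicate 3 or CCR2+ve replicate 2.

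Of the transcripts that Table I marks as also upregulated in inflamed CCR1/2+ve monocytes, 12 were not called here. Of these, DESeq2 called Prom1, S100a9, S100a8, Elane, Mpo, Lcn2, Il1f9, 4930438A08Rik, Cxcr2 and Ica1. Lin28a (log2 fold change 1.75, adjusted p = 0.343) and Tst (1.05, adjusted p = 0.372) were called by 0 of the 13 settings. The block also called S100a9, Elane, Mpo, Lcn2, Il1f9 and Cxcr2, one fit of all 15 libraries S100a9, S100a8 and Il1f9, no filter on low counts Prom1 and 4930438A08Rik, filterByExpr S100a9, and the fit without CCR1/2+ve replicate 4 Cxcr2.

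The paper associates the transcripts that rise with inflammation with inflammatory responses. The inflammatory response list used here was not higher as a set, with a median log2 fold change of −0.07 and 14 of 29 genes higher in each population.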

Other observations

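The tests of granule genes against the labels-only libraries and against mature neutrophils, of Vcam1 and Itgad, of Ngp and Camp, of GC content, transcript length and opposite-strand overlap, and of the spread between inflamed libraries were chosen, or had their criterion rewritten, only after the result was seen.

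For the number of called genes, 1 of the 35 splits of the libraries, the real one, gave as many in each of the 4 comparisons, and the highest other count was 7 (resting, replicates 1 and 2 of both populations against 3 and 4), 0, 0 and 8 (inflamed). For the number of lists past camera, 6 of 35 splits gave as many as the resting comparison, 12 of 35 as inflammation in CCR2+ve monocytes, 4 of 35 in CCR1/2+ve monocytes and 2 of 35 as the inflamed comparison, the real split included. A count of lists is therefore no evidence by itself of a difference between the groups. Of the 8 splits that part all 4 resting pairs, 1, the real one, gave as many genes and 3 as many lists.

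S100a9 and granule genes were higher in resting CCR1/2+ve than in resting CCR2+ve monocytes. Cells like those of the inflamed CCR1 (labels only) libraries would have to give 6.41% of the counts to bring the S100a9 level. The RNA per cell is not known, so this is not a share of cells. Of the 10 most abundant genes of those libraries, 4 (Ngp, Camp, Ltf and Cd177) had under 0.2 times the excess this share needs. Ngp had no excess in CCR1/2+ve over CCR2+ve libraries, where an excess of 5515 CPM is needed. This argues against such cells as the source, although 10 of 20 abundant genes had at least 0.5 times the excess. The criterion first set, on those 20 genes, left the question undecided. For mature neutrophils, the median log2 fold change of all 19 members of their list, 6 of them in Table I, was 0.54 with genes at the floor at their bound (11 higher, 7 upregulated and 0 downregulated). According to the paper, mature neutrophils do not express MPO and ELANE. Mpo was at 1827 CPM in resting CCR1/2+ve and 375 CPM in resting CCR2+ve monocytes, and Elane at 1747 and 337 CPM. This argues against mature neutrophils as the source of these 2 genes. For S100a9 and the granule genes other than Mpo and Elane, the members of the mature neutrophil list go both ways and no library here gives the levels of mature neutrophils. In these bulk libraries a few such cells and expression by the monocytes cannot be told apart for them. Other cells stay open here as well and were not tested. The paper reports no neutrophils in its single-cell RNA-seq of sorted CCR1/2+ve monocytes, and on that basis rules out neutrophil contamination. It saw S100a9 and Elane in cells in S or G2/M phase. Those single-cell data were not analysed here.

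Between the inflamed populations, the level of S100a9 needs 2.13% of the counts from such cells, and 3 of the 10 most abundant genes (Ngp, Camp and Ltf) had under 0.2 times the excess needed, with 11 of 20 at 0.5 times or more, undecided by the first criterion. For Ngp, such cells at 0.227% of the counts would do. All 19 other abundant genes, Camp included, then had at least 0.5 times the excess needed (lowest 0.697, Camp). Ngp was already among the lowest ratios at the share of S100a9 (0.106, with Camp lowest at 0.0742), so the choice of Ngp set this outcome. It therefore cannot tell whether such cells account for Ngp and Camp. The level of Ngp leaves room for 0.227%, under the 2.13% that S100a9 needs, which argues against such cells as the source of S100a9.

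Vcam1 and Itgad were higher in resting CCR1/2+ve monocytes. Cells like those of the labels-only libraries would need a share of 5.30% of the counts to bring Vcam1, and the excess of Ngp was −0.00026 times what that share needs, which argues against them. For tissue macrophages, the median log2 fold change of the 18 other members of their list was 0.00498, with genes at the floor at their bound. C1qa, C1qb, C1qc, Cd5l and Slc40a1 were upregulated and Axl, Siglec1, Hpgd and Trf downregulated, so a few such cells and expression by the monocytes cannot be told apart for Vcam1 and Itgad.

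The genes that differ between inflamed and resting cells in both populations were tested against technical explanations. With the GC trend of each library removed, a share of 0.912 stayed called (3560 of 3905), and with the 50 most abundant genes of each state left out 0.998 (3881 of 3889). Across 10927 genes, Spearman rho with the log2 fold change was 0.0909 for transcript length, 0.0860 for intron length and −0.0053 for exons on the opposite strand. Parents of processed pseudogenes made up a share of 0.0765 of the genes that fell, against 6.91% of all genes. These argue against each of the 6 as the whole source. Inflammation, the condition of the design, stays open as the source, and was not tested otherwise. A difference in preparation or handling between resting and inflamed libraries stays open as well. It would follow the same split in both populations, so these libraries cannot tell it from inflammation.

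Fewer genes were called between the populations in inflamed cells (27) than in resting cells. With 3 CCR1/2+ve libraries, the resting comparison gave 574 to 787 genes, which argues against fewer libraries as the whole source. In 10 simulations with the resting fold changes, shrunk for their noise, and the spread of the inflamed libraries, 839 to 920 genes were called. The same simulation of the resting libraries gave 1027 to 1082 where the real count was 792, so it calls too many genes, but by less than 1.5 times, and the inflamed count stays far below. This argues against a larger spread as the whole source. Smaller differences between the inflamed populations stay open.

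Bulk levels of other genes the paper names, CCR1/2+ve against CCR2+ve in resting cells, gave a log2 fold change of 0.42 for Slpi (adjusted p = 0.0481), −0.60 for Ccl6 (adjusted p = 0.0102), −2.36 for H2-Ab1 (adjusted p = 0.0381) and 3.44 for Ccr3 (adjusted p = 0.00185), and in inflamed cells 0.66 (adjusted p = 0.343), 0.39 (adjusted p = 0.208), −2.54 (adjusted p = 0.471) and −0.99 (adjusted p = 0.702). Each was tested with edgeR on 4 against 4 libraries in resting and 3 against 4 in inflamed cells. With a library left out, the adjusted p of Slpi rose to at most 0.124 and that of H2-Ab1 to at most 0.127 in resting cells, where each lost its place under 0.05 in 5 of 8 fits. It was 0.0555 and 0.0956 with no filter on low counts and 0.135 and 0.0543 with all 15 libraries in one fit.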
